# Global gene expression analysis of *Escherichia coli* K-12 DH5α after exposure to 2.4 GHz wireless fidelity radiation

**DOI:** 10.1038/s41598-019-51046-7

**Published:** 2019-10-08

**Authors:** Ilham H. Said-Salman, Fatima A. Jebaii, Hoda H. Yusef, Mohamed E. Moustafa

**Keywords:** High-throughput screening, Transcriptomics, Bacterial genetics, Gene ontology, Functional clustering

## Abstract

This study investigated the non-thermal effects of Wi-Fi radiofrequency radiation of 2.4 GHz on global gene expression in *Escherichia coli* K-12 DH5α. High-throughput RNA-sequencing of 2.4 GHz exposed and non-exposed bacteria revealed that 101 genes were differentially expressed (DEGs) at P ≤ 0.05. The up-regulated genes were 52 while the down-regulated ones were 49. QRT-PCR analysis of *pgaD*, *fliC*, *cheY*, *malP*, *malZ*, *motB*, *alsC*, *alsK*, *appB* and *appX* confirmed the RNA-seq results. About 7% of DEGs are involved in cellular component organization, 6% in response to stress stimulus, 6% in biological regulation, 6% in localization, 5% in locomotion and 3% in cell adhesion. Database for annotation, visualization and integrated discovery (DAVID) functional clustering revealed that DEGs with high enrichment score included genes for localization of cell, locomotion, chemotaxis, response to external stimulus and cell adhesion. Kyoto encyclopedia of genes and genomes (KEGG) pathways analysis showed that the pathways for flagellar assembly, chemotaxis and two-component system were affected. Go enrichment analysis indicated that the up-regulated DEGs are involved in metabolic pathways, transposition, response to stimuli, motility, chemotaxis and cell adhesion. The down-regulated DEGs are associated with metabolic pathways and localization of ions and organic molecules. Therefore, the exposure of *E. coli* DH5α to Wi-Fi radiofrequency radiation for 5 hours influenced several bacterial cellular and metabolic processes.

## Introduction

Electromagnetic Fields (EMF) effects on living organisms have been an important research topic for many years. Wireless fidelity (Wi-Fi) waves are part of the non-ionizing radiation of the electromagnetic spectrum. Several studies examined the non-thermal effects of high frequency electromagnetic fields of mobile phones and Wi-Fi on different strains of bacteria^1–8^. We have found previously that Wi-Fi exposure of *Escherichia coli* O157H7 increased antibiotic resistance, motility and ability to form biofilm^9^. Bacterial resistance is expanding to most commonly used antibiotics that has been considered as “global health crisis” by the World Health Organization (WHO)^10^. Flagella represent a critical virulence factor that permit bacterial motility and promote adhesion to the gastrointestinal mucins^11^. During environmental stress, bacteria produce a polysaccharide matrix and aggregate to form biofilms^12^. These virulence factors play key roles in infection initiation and development of diseases.

Gene expression in *E. coli* is influenced by environmental factors such as temperature, pH, and other stress factors^13–16^. Bacteria may activate strategies to adapt to various environmental stress. Here, we investigated the changes in global transcriptome in *E. coli* K12 DH5α after exposure to 2.4 GHz EMF emitted from a Wi-Fi router using high-throughput RNA sequencing. *Escherichia coli* K-12 DH5α strain was constructed by Douglas Hanahan and is a commonly used laboratory strain^17,18^. We used this strain as a model to understand the effects of Wi-Fi radiofrequency radiation on transcriptomes of *E. coli* bacteria.

The differences in the expression of selected genes were confirmed by RT-PCR assays.

## Results

### Transcriptome sequencing of exposed *E. coli* DH5α to Wi-Fi radiofrequency radiation

The whole transcriptome sequencing was performed to study the effects of Wi-Fi exposure on global gene expression in *Escherichia coli* DH5α. RNA-seq experiments were performed in triplicates of Wi-Fi radiation exposed and non-exposed bacteria. 

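RNA was sequenced from 6 samples of *E. coli* K-12 DH5α, a laboratory strain carrying a plasmid here: 3 controls kept in Faraday bags and 3 exposed to 2.4 GHz radiation for 5 h. The authors trimmed the reads, aligned them to the DH5α genome with Bowtie and counted them per gene with HTSeq. The deposited values are a raw read count and an RPKM value, normalized by the authors to gene length and library total, for 4544 features in each library. Among them are 4423 protein-coding genes, 85 tRNA genes, 22 rRNA genes and 10 other non-coding RNA genes. The gene counts came to 12217913, 13034436 and 14467288 in control replicates 1, 2 and 3. In exposed replicates 1, 2 and 3 they came to 10925664, 12802337 and 17433841. Of all reads, 64.2% to 67.3% were not aligned in replicates 1 and 2 of both groups, against 26.0% in control replicate 3 and 28.4% in exposed replicate 3. rRNA genes took 0.643% to 1.01% of the gene counts in replicates 1 and 2, and 0.0505% and 0.0625% in control and exposed replicate 3. Here the counts were compared between exposed and control samples with edgeR's quasi-likelihood test after TMM scaling. Levels are TMM-scaled counts relative to library size (CPM) with the SD over 3 libraries, and fold changes are exposed over control on the log2 scale with their standard error. Gene groups were read from 54 lists written down before the data were examined, 33 from textbook knowledge and 21 of genes that the paper names. The 47 lists with at least 3 measured members were tested with camera, which compares a list with all other genes. A version with the correlation between genes estimated per list called none of the 47. Whether it can call any list with 6 libraries was not tested. The lists of the paper's genes were chosen by the study on these samples and are not independent evidence of their direction. Several textbook lists, such as those of flagellar, allose, maltose and purine genes, hold some of the same genes. Replicate numbers were also used to pair control and exposed libraries, which is called the replicate block. The labels do not state this pairing, and correlations between libraries do not favour it for numbers 1 and 2. They were slightly higher for the reverse, which was not run as a block. The paper's text does not say whether replicates were separate cultures, so the p-values measure the spread between these 6 libraries alone.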

The trimmed reads were mapped to the reference genome using Bowtie software^19^. The reads per kilobase million (RPKM) value of the genes obtained through the RNA-seq were used as the original raw data. A number of 83 genes with zero RPKMs in the 6 samples were excluded leaving 4,461 genes. 

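The transfer-messenger RNA *ssrA*, which frees stalled ribosomes, was the most counted gene in every library, with 3.76% to 4.70% of the gene counts. The 10 most counted genes together took 16.5% to 18.3%. At the other end, 83 of the 4544 features had a count of 0 in all 6 libraries, which left 4461, and 4261 features were above 0 in every library. A count of 0 allows a level of up to 0.172 CPM in the deepest library, exposed replicate 3, and 0.275 in the shallowest, exposed replicate 1. These limits, from 3 counts of the library total, cover counting error only.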

During data preprocessing, low quality transcripts were filtered resulting in 4,378 genes to be studied. 

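Of the genes that the paper names, 9 features were too thinly counted to be tested here. The gene of the transcriptional regulator YjjQ had 7, 9 and 7 counts in control replicates 1, 2 and 3 and 14, 16 and 11 in exposed replicates 1, 2 and 3. The regulator gene *alpA* had 4, 7 and 3 counts against 6, 9 and 9, in the same order. *eutP*, an ethanolamine utilization gene, had 5, 8 and 1 against 8, 14 and 8. The sugar transporter gene *sgcB* had 7, 9 and 0 against 10, 10 and 5. The remaining features below the filter were *appX* and 4 copies of the IS5 transposase gene. The filter was edgeR's filterByExpr on the 2 groups, which kept 4045 genes; 3851 genes had at least 10 counts in every library.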

The distribution of gene expression between the unexposed and exposed samples is represented by the volcano plot (Fig. 1). The genes located out of the borders of the line fold change FC ≥1.2 were considered to be differentially expressed genes (DEGs). 

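Among the genes with a large fitted change were *alsC*, a permease gene of D-allose uptake, and CDN75_RS06460, which encodes a protein of the DUF1175 family. In all, 668 of 4045 genes had a fitted fold change of at least 1.2 in either direction, and 10 of these also had an unadjusted p under 0.05. Uniform p-values would bring 202 genes to that p. These need not be uniform, as both groups share a difference between replicate 3 and the others, given below. Other splits of the 6 libraries that part every pair of equal number gave 11, 24 and 118 genes at that p. The 10 genes thus cannot be read as fewer than chance gives. No gene passed at an adjusted p under 0.05 in edgeR (smallest adjusted p = 0.999885), in DESeq2 or in limma on the authors' RPKM; at an unadjusted p under 0.05 these tools passed 10, 12 and 19 genes. With the replicate block 126 genes met the paper's thresholds and 138 had an unadjusted p under 0.05, and again none passed at an adjusted p under 0.05.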

The number of DEGs at FC ≥1.2 without P-value restraint was 468, which was reduced to 101 at P < 0.05. Genes situated from the left boundary are down-regulated while those at the right are up-regulated genes. In that data set, 52 genes were significantly up-regulated and 49 genes were down-regulated after the exposure to 2.4 GHz Wi-Fi radiation.

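Of the 10 genes at the paper's thresholds, 4 were higher and 6 were lower in the exposed samples. The higher genes were CDN75_RS06460, with a log2 fold change of 0.99 (standard error 0.30), an IS5 transposase copy, the amino acid permease gene *yhdX* and the aldehyde dehydrogenase gene *puuC* of putrescine breakdown. The lower genes included *rimO*, which encodes a modifying enzyme of ribosomal protein S12, at 53.1 ± 3.76 CPM (SD, n = 3) in exposed and 69.6 ± 7.20 in control samples. Also lower were *eutQ* of ethanolamine utilization, with a log2 fold change of -0.61 (standard error 0.24), *alsC*, the sulfonate-binding gene *ssuA*, the xanthine permease gene *xanP* and a copy of the Ldr toxin gene. In 126 of the 4045 genes (3.11%) every exposed library lay on one side of every control library, 71 above and 55 below, where chance gives 10% for 3 against 3 exchangeable libraries, which these are not, as replicate 3 of both groups stands apart. Genes higher in every replicate pair numbered 488 and genes lower in every pair 437, where chance gives 25% of the 4045 genes for both directions together. No exact test of 3 against 3 can give a p below 0.1. In the model with the replicate block, 63 genes were higher and 63 lower at the paper's thresholds, among them 6 of the 10. Leaving out any single library ended 5 to 9 of the 10 calls: 8 without control replicate 1, 2 or exposed replicate 2, 7 without control replicate 3, 9 without exposed replicate 1 and 5 without exposed replicate 3.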

**Figure 1:**
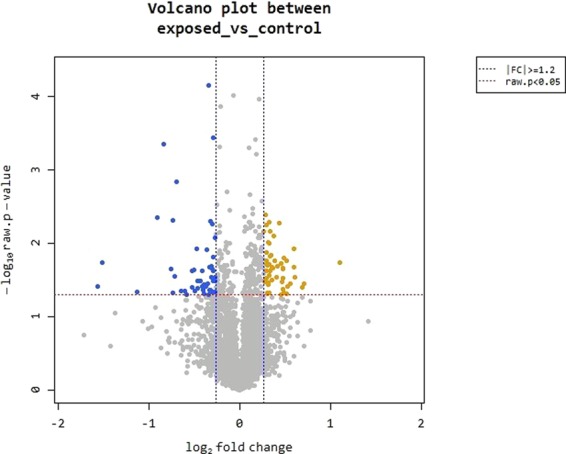
Volcano plot highlighting differentially expressed genes between unexposed and exposed bacteria. The genes are colored if they pass the thresholds for −log10 P value (P value = 0.05) and log fold change |FC| ≥1.2, yellow if they are up-regulated and blue if they are down-regulated.

Hierarchical clustering analysis of 101 DEGs was performed to group similar samples and genes. These results were graphically depicted using heat map and dendogram (Fig. 2). 

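Replicate 3 of both groups stood apart from the other 4 libraries, which did not group by number or by exposure: control 1 correlated at 0.992 with exposed 2, 0.991 with control 2 and 0.990 with exposed 1. Replicate 3 held the acid resistance genes at high levels: *gadC*, the glutamate and GABA antiporter of the Gad system, had 53978 and 46237 counts in control and exposed replicate 3 and 138 to 290 in the other libraries. The 10 measured genes of that system were a median of 5.29 log2 units higher in control replicate 3 than in control replicates 1 and 2, and 5.95 log2 units higher in the exposed group. Ribosomal protein genes moved the opposite way, with medians of -0.94 and -0.64 over 54 genes; over exposed against control that list had a median of 0.07 (camera adjusted p = 0.244, and higher at 0.00278 with the replicate block, where adjusted p = 0.773 with an estimated correlation). Without the block it was lower at 1.91e-07 without control replicate 3 (median -0.21), and higher at 0.000338, 0.000175 and 2.53e-05 without control replicate 1, control replicate 2 and exposed replicate 3. On log2 CPM of all 4045 genes, the first branch of complete-linkage clustering parted control 3 and exposed 3 from the other 4 libraries. Average linkage on 1 minus Pearson correlation gave that branch too. With the 10 genes at the paper's thresholds, which were selected for a group difference, the first branch held control 3 alone. Principal component 1 carried 78.5% of the variance, and principal component 2 carried 9.69%.

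**Figure D1:**
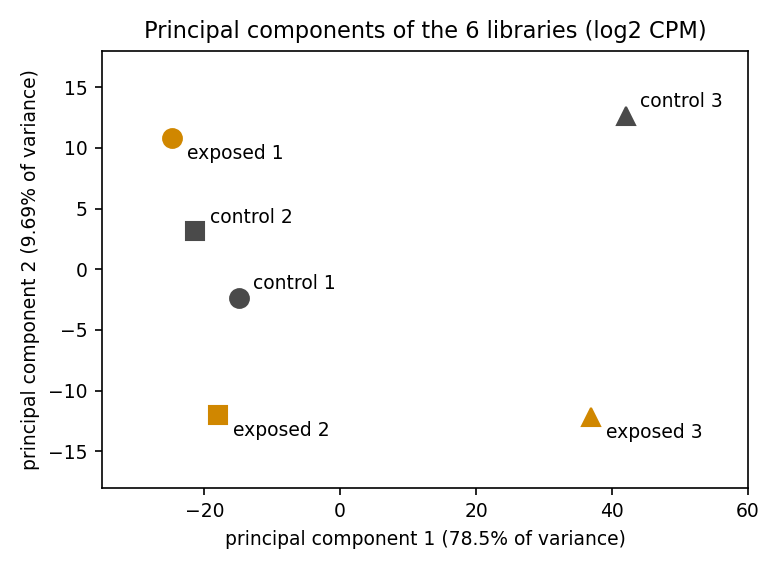
Principal components of log2 CPM of 4045 genes, each axis with its share of the variance; circles, squares and triangles are replicates 1, 2 and 3, gray for control and orange for exposed. Control 3 and exposed 3 lie at 42.0 and 36.9 on component 1, the other 4 libraries at -24.7 to -14.9.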

Heat map shows the results of hierarchical clustering analysis which clusters genes and samples by expression level from significant list.

**Figure 2:**
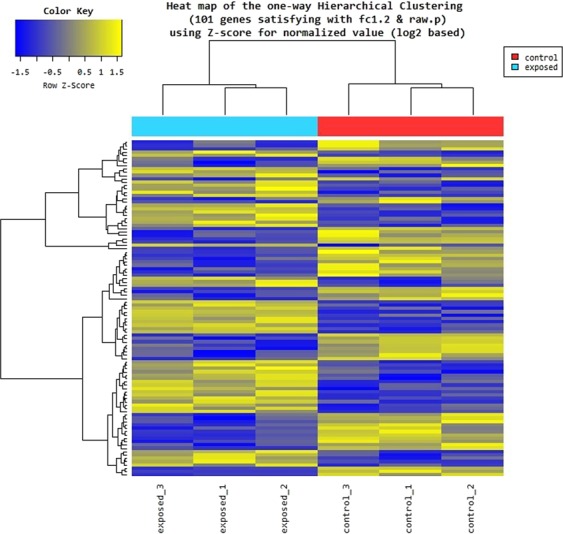
Heat map of DEGs in control and 2.4 GHz exposed bacteria (3 replicates each). Expression level is color patterned: yellow for up-regulated genes, gray for unchanged expression, and blue for down-regulated genes.

### Functional classification of DEGs based on gene ontology

Gene ontology (GO) analysis classifies the differentially expressed genes into three groups: biological processes, molecular functions and cellular components. The 101 DEGs at FC ≥1.2 and P-value = 0.05 were classified into eight functional groups of the biological processes category (Fig. 3). About 36% of the DEGs are implicated in cellular process, 27% in metabolic processes, 7% in cellular component organization and 6% in biological regulation. In addition, 6% of the DEGs are involved in response to stimulus, 5% in localization, 5% in locomotion and 3% in cell adhesion.

**Figure 3:**
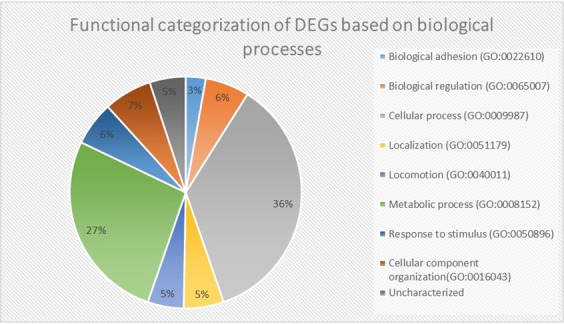
Gene ontology analysis of DEGs after exposure of E. coli DH5α to 2.4 GHz Wi-Fi.

### Functional annotation clustering

Functional annotation clustering was done by DAVID tools version 6.8 to evaluate genes differentially expressed between the exposed and control bacterial cells^20,21^. Based on the enrichment score (ES), functional annotation clustering produced a total of 18 clusters from the 101 DEGs. The most enriched clusters were composed of genes involved in locomotion, localization of cell and bacterial-type flagellum-dependent cell motility (ES = 3.74) and chemotaxis and response to external stimuli (ES = 2.00). They also include genes associated with cell adhesion (ES = 1.08), cellular component organization (ES = 0.71), DNA repair and metabolism (ES = 0.63) and metabolic processes (ES = 0.53) (Table 1).

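All 24 measured genes of the late flagellar class (filament, motor and chemotaxis) had positive log2 fold changes, with a median of 0.66. Among them *motB*, a stator protein of the flagellar motor, and *cheR*, the chemoreceptor methyltransferase, were at 0.94 (standard error 0.78) and 0.93 (standard error 0.50), n = 3 per group. All 29 genes of the middle class (basal body, hook and export) were positive too, with a median of 0.42. In this class *flhA*, a component of the export gate, had a log2 fold change of 0.31 (standard error 0.18). The master regulator genes *flhC* and *flhD*, upstream of both classes, had log2 fold changes of -0.38 (standard error 0.48) and -0.31 (standard error 0.52). The late class was higher in camera with adjusted p = 9.99e-11, and adjusted p = 0.457 with an estimated correlation. For the middle class these were adjusted p = 2.92e-05, and adjusted p = 0.660 with an estimated correlation. In edgeR no member of either class passed at an adjusted p under 0.05 over all genes or adjusted over the list alone; at an unadjusted p under 0.05, edgeR, DESeq2 and limma passed 0, 0 and 1 of the late class and none of the middle class. Under the replicate block 16 late and 9 middle genes met the paper's thresholds (Fisher's exact test, one-sided, adjusted p = 5.90e-18 and 1.04e-06, against 0 genes of either class without it), a test that takes co-regulated genes as independent. For the camera calls of both classes under the block, adjusted p = 0.296 with an estimated correlation; 4 late genes passed adjusted over the list alone. Replicate 3 held both classes at lower levels: late genes were at -1.29 in control and -1.84 in exposed replicate 3 relative to replicates 1 and 2 (medians, log2 scale). The late-class median was 0.25 without exposed replicate 2 (adjusted p = 0.0147), and 1.04 and 1.11 without control replicate 2 and exposed replicate 3; those of the middle class were 0.74 and 0.81 without these 2 libraries. Without control replicate 3 the late class was at adjusted p = 0.0661 with a median of 0.34, and the middle class at adjusted p = 0.513, where its test turned negative with a median of 0.07; the latter was also at 0.307 without exposed replicate 1 and 0.535 without exposed replicate 2, with medians of 0.21 and 0.13.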

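Textbook lists of adhesion genes and of DNA repair outside the SOS regulon gave no call without the replicate block. Type 1 fimbriae, the mannose-binding surface fibers, were represented by 7 genes, all with positive fold changes and a median of 0.17 (camera adjusted p = 0.320). In that group the major subunit gene *fimA* was at 1318 ± 1234 CPM (SD, n = 3) in exposed and 1122 ± 1368 in control samples. Once the replicate block was added, the type 1 list was higher at adjusted p = 1.63e-05, and adjusted p = 0.363 with an estimated correlation. Its genes were 2.45 and 2.05 log2 units higher in replicate 3 of the control and exposed groups than in replicates 1 and 2. Without the block its test turned negative when control replicate 1, control replicate 2 or exposed replicate 3 was left out, with medians of -0.20, -0.23 and -0.87 and adjusted p of 0.611, 0.586 and 0.0945; the list was higher at 4.15e-06 without control replicate 3 (median 1.51) and 0.0126 without exposed replicate 2 (median 0.50). The other 3 lists were each called without exposed replicate 3, at 0.0368 and 0.0270 (higher) for the curli and PGA and the other fimbrial genes given next, and 0.0239 (lower) for DNA repair. Of 8 genes for the curli and PGA biofilm matrix, 6 were positive (adjusted p = 0.139), among them *pgaB* with a log2 fold change of 0.24 (standard error 0.27). Of 8 genes of other fimbrial operons, 5 were positive (adjusted p = 0.843), with *elfD* at -0.39 (standard error 0.33). Among 32 DNA repair genes outside the SOS regulon, 8 were positive and 24 negative (adjusted p = 0.320), with *mutM*, a DNA glycosylase gene, at -0.26 (standard error 0.17) and *recC*, of the RecBCD nuclease, at 0.12 (standard error 0.11). Over these 4 lists edgeR, DESeq2 and limma passed no gene at an adjusted p under 0.05 over all genes, and edgeR passed none adjusted over the list alone; at an unadjusted p under 0.05 they passed 0, 0 and 1 of the curli and PGA genes and none of the others.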

**Table 1:** Summary of functional annotation clustering analysis by DAVID tools.

Functional Annotation Cluster	Enrichment Score	Gene Count
**Annotation Cluster 1**	3.74	
Locomotion		9
Localization of cell		8
Bacterial-type flagellum-dependent cell motility		7
**Annotation Cluster 2**	2.00	
chemotaxis		5
Response to external stimulus and chemicals		8
**Annotation Cluster 3**	1.08	
Cell adhesion		4
**Annotation Cluster 4**	0.71	
Cellular component organization or biogenesis		8
**Annotation Cluster 5**	0.63	
DNA repair		4
DNA metabolism		6
**Annotation Cluster 5**	0.54	
Nucleotide biosynthetic process		5
Carbohydrate derivative metabolic process		7
Organonitrogen compound metabolic process		12

Clusters involved in the same biological process were merged together. ES threshold was set to 0.5 and gene count ≥4.

### GO enrichment analysis of DEGs

The different functional networks for down-regulated and up-regulated genes are shown in Fig. 4. Among the 52 up-regulated genes 50 were assigned to GO functions. The 49 down-regulated genes contained 42 with GO functions. The other 9 genes in the DEGs were coding for t-RNA or have uncharacterized functions. The entire list of the up-regulated and down-regulated genes can be found as Supplementary Tables S1 and S2. The higher percentage of DEGs are implicated in metabolic processes. 

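By their medians, flagellar and amino acid genes were higher in each replicate pair, and acid resistance, heat shock and purine genes lower in each pair. The 38 measured genes for the synthesis of arginine, histidine, branched-chain amino acids, tryptophan, methionine and threonine included 35 with positive fold changes, with a median of 0.15. The leucine pathway gene *leuA* had a log2 fold change of 0.55 (standard error 0.40, n = 3) and *trpB*, of tryptophan synthase, 0.24 (standard error 0.19). This list was higher with camera adjusted p = 1.56e-05, and adjusted p = 0.202 with an estimated correlation; without exposed replicate 3 it was at adjusted p = 0.0847, and its median was 0.10 without that library and without control replicate 3. In edgeR no member passed at an adjusted p under 0.05 over all genes or adjusted over the list alone, 0 of 38 did at an unadjusted p under 0.05 in edgeR, DESeq2 or limma, and 5 met the paper's thresholds with the replicate block. Of the 20 lists past the threshold, 9 were textbook lists and the others were of the paper's genes. None remained with an estimated correlation or in fry, which asks whether a list moves on balance in 1 direction. As the version with an estimated correlation called no list at all, losing a call there does not show that correlated genes had made it.

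**Figure D2:**
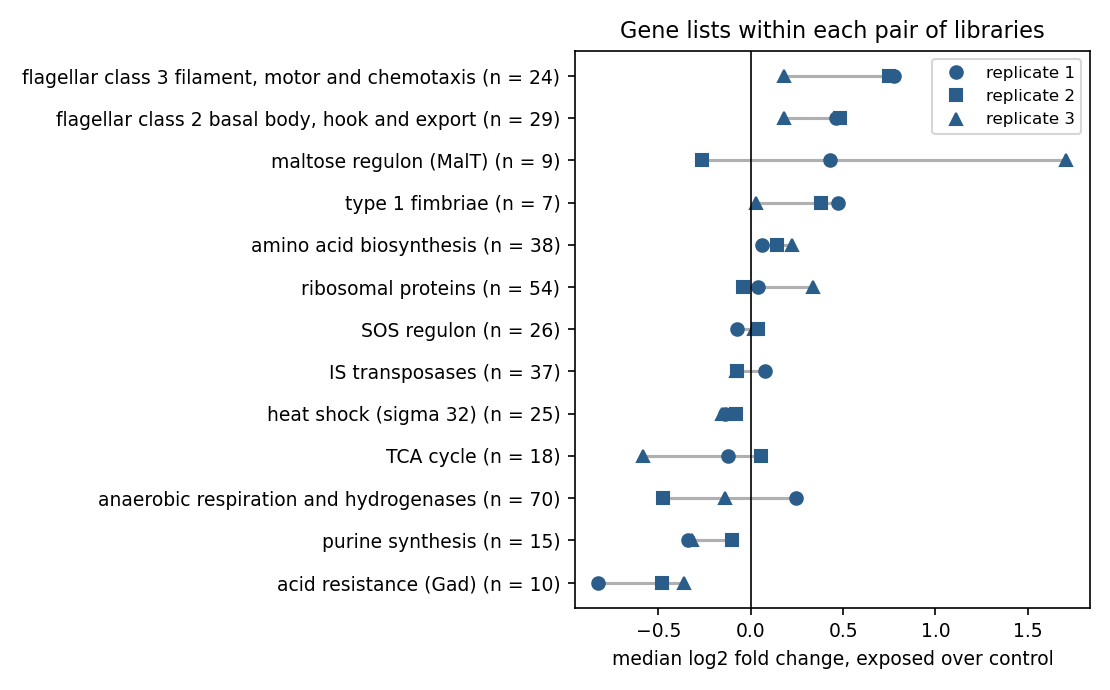
Median log2 fold change, exposed over control, of 13 gene lists within each replicate pair; symbols are replicates 1, 2 and 3, the gray line spans the pairs and n is the number of genes measured. The late flagellar class lies at 0.77, 0.75 and 0.18 and acid resistance at -0.82, -0.48 and -0.36, while the maltose regulon spans -0.26 to 1.71.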

The up-regulated DEGs are involved in cell motility, cell adhesion, chemotaxis, transposition, cellular component organization, response to stimulus and DNA damage. Most of the down-regulated DEGs are associated with transport and localization of nitrogen compounds, organic substances and ions (Fig. 4).

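All 7 measured genes of the D-allose operon had negative log2 fold changes, with a median of -2.30; within replicate pairs 1, 2 and 3 the medians were 0.51, -1.19 and -3.98. *alsA*, the ATPase of the allose transporter, was at 24.1 ± 24.6 CPM (SD, n = 3) in exposed and 172 ± 226 in control samples. *alsE*, an allulose phosphate epimerase gene, had a log2 fold change of -3.04 (standard error 1.24). As a list the operon was lower at camera adjusted p = 2.99e-09, and adjusted p = 0.253 with an estimated correlation. None of its members passed in edgeR at an adjusted p under 0.05 over all genes or adjusted over the list alone; edgeR, DESeq2 and limma passed 1, 2 and 0 at an unadjusted p under 0.05. The operon was 3.14 log2 units (median) higher in control replicate 3 than in control replicates 1 and 2, and without that library its median log2 fold change was -0.45, at adjusted p = 0.00173. Among 34 iron uptake genes, 15 were positive and the median was -0.03, where the test was on the positive side at adjusted p = 0.133. Paired by replicate number, 28 were positive and the list was higher at camera adjusted p = 0.00177, and adjusted p = 0.710 with an estimated correlation. Without the block it was higher at 1.71e-21 without control replicate 3 (median 0.80) and at 0.000811 without exposed replicate 2. The test turned negative without control replicate 1, control replicate 2 and exposed replicate 3 (0.296, 0.122 and 0.363), with medians of -0.30, -0.29 and -0.44. In that list the siderophore receptor gene *cirA* was at 0.39 (standard error 0.21). Among 24 nitrogen limitation genes 10 were positive (camera adjusted p = 0.210, and lower at 0.00658 without control replicate 2), with the ammonium transporter gene *amtB* at 0.20 (standard error 0.15). The nitrogen limitation test turned positive without control replicate 3 (0.464, median 0.10).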

**Figure 4:**
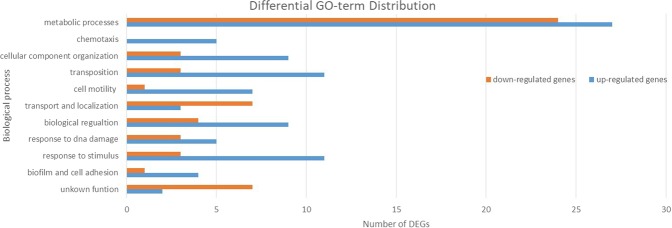
GO term enrichment analysis of up- and down-regulated differentially expressed genes.

### KEGG pathways analysis

Kyoto encyclopedia of genes and genomes (KEGG) pathways were obtained within the analysis by DAVID^22^. KEGG Pathways affected by the exposure of 2.4 GHz Wi-Fi radiation are: flagellar assembly, bacterial chemotaxis and two-component system.

Figure 5 shows the genes involved in the synthesis, assembly of flagella and chemotaxis. 

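The 10 flagellar genes *flgG*, *motB*, *fliM*, *fliL*, *fliT*, *fliC*, *fliA*, *flgM*, *cheR* and *cheY* all had positive log2 fold changes, from 0.45 to 1.01. *motB* was at 10.1 ± 6.34 CPM (SD, n = 3) in exposed and 5.23 ± 3.88 in control samples. *cheR* was at 6.37 ± 3.06 in exposed and 3.32 ± 1.33 in control samples. *cheY*, whose product carries the chemotaxis signal to the motor, had a log2 fold change of 0.73 (standard error 0.65), and the motor switch gene *fliM* 0.53 (standard error 0.48). For *fliL* the log2 fold change was 0.49 (standard error 0.69), for the rod gene *flgG* 0.45 (standard error 0.70) and for *fliT*, at 0.787 and 1.23 CPM in control and exposed samples, 0.62 (standard error 0.84). Within each of the 3 replicate pairs, each of the 10 genes was higher in the exposed library. As a list they were higher at camera adjusted p = 1.07e-06, and adjusted p = 0.445 with an estimated correlation. The genes were picked by the study on these samples, so the count is not independent evidence. None passed in edgeR at an adjusted p under 0.05 over all genes or adjusted over the list alone, and edgeR, DESeq2 and limma passed 0, 0 and 1 at an unadjusted p under 0.05. With the replicate block 9 genes, all but *fliT*, met the paper's thresholds and 7 passed adjusted over the list alone. The 10 genes were at medians of -1.66 in control and -1.95 in exposed replicate 3 relative to replicates 1 and 2, and without control replicate 3 the list was at adjusted p = 0.166 with a median of 0.27. Its median, 0.63 over all libraries, was 0.37 without exposed replicate 2, 1.10 without control replicate 2 and 1.09 without exposed replicate 3.

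**Figure D3:**
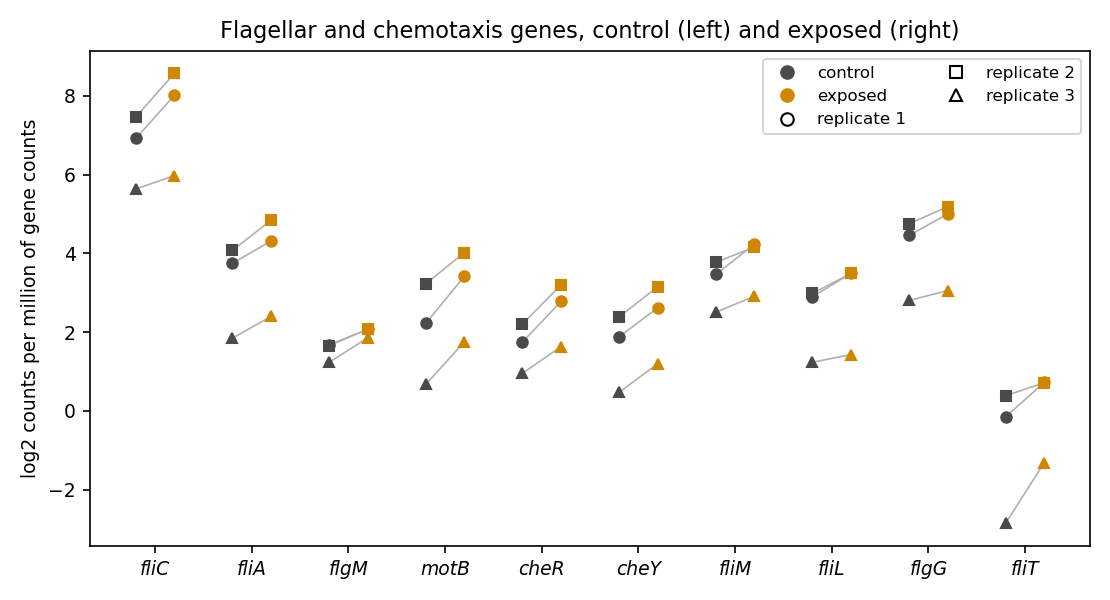
Log2 CPM of the 10 flagellar and chemotaxis genes, control in gray on the left and exposed in orange on the right of each gene; circles, squares and triangles are replicates 1, 2 and 3, and lines join the libraries of a pair. The lines rise for each gene, and both libraries of replicate 3 lie lowest for all genes but flgM.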

The genes *flgG, motB, fliM, fliL, fliT, fliC, fliA, flgM*, *cheR* and *cheY* were up-regulated by the exposure to Wi-Fi waves. FLgG is a protein part of the flagellar basal-body which connects to components of the flagellar motor. MotB and FliM are elements of the flagellar motor required for the rotation of the flagellar^23^. FliL controls the rotational direction of flagella during chemotaxis. FliT acts as an export chaperone for the filament-capping protein FliD. The *fliC* gene code for the subunit protein flagellin which is polymerized to form the filaments of bacterial flagella. 

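*fliC* (CDN75_RS04735) lies on the minus strand of the DH5α reference from 859973 to 861469. It had 1479, 2304 and 719 counts in control replicates 1, 2 and 3 and 2838, 4889 and 1099 in exposed replicates 1, 2 and 3. This gave 234 ± 158 CPM (SD, n = 3) in exposed and 117 ± 63.4 in control samples, a log2 fold change of 1.01 (standard error 0.74). The difference between the pairs was 1.11, 1.08 and 0.30 on the log2 scale. In the model with the replicate block, the log2 fold change was 0.84 (standard error 0.19), which met the paper's thresholds (adjusted p = 0.997791). The hook-filament junction gene *flgL* had 0.53 (standard error 0.40).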

FliA (σ28) and FlgM (anti- σ28) control the expression of late flagella-related genes^24^. 

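*fliA*, the sigma factor gene of the late flagellar promoters, was at 17.9 ± 11.7 CPM (SD, n = 3) in exposed and 11.4 ± 6.92 in control samples. Its log2 fold change was 0.65 (standard error 0.77), and 0.62 (standard error 0.13) with the replicate block. *flgM*, the gene of its antagonist, had 3.99 ± 0.447 CPM in exposed and 2.92 ± 0.503 in control samples, with every exposed library above every control library. The log2 fold change was 0.45 (standard error 0.22). In edgeR neither gene met the paper's thresholds without the block, and both did with it.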

CheR is responsible for the methylation of the membrane-bound methyl-accepting chemotaxis proteins and CheY is implicated in the transduction of signals from the chemoreceptors to the flagellar motors^23^.

**Figure 5:**
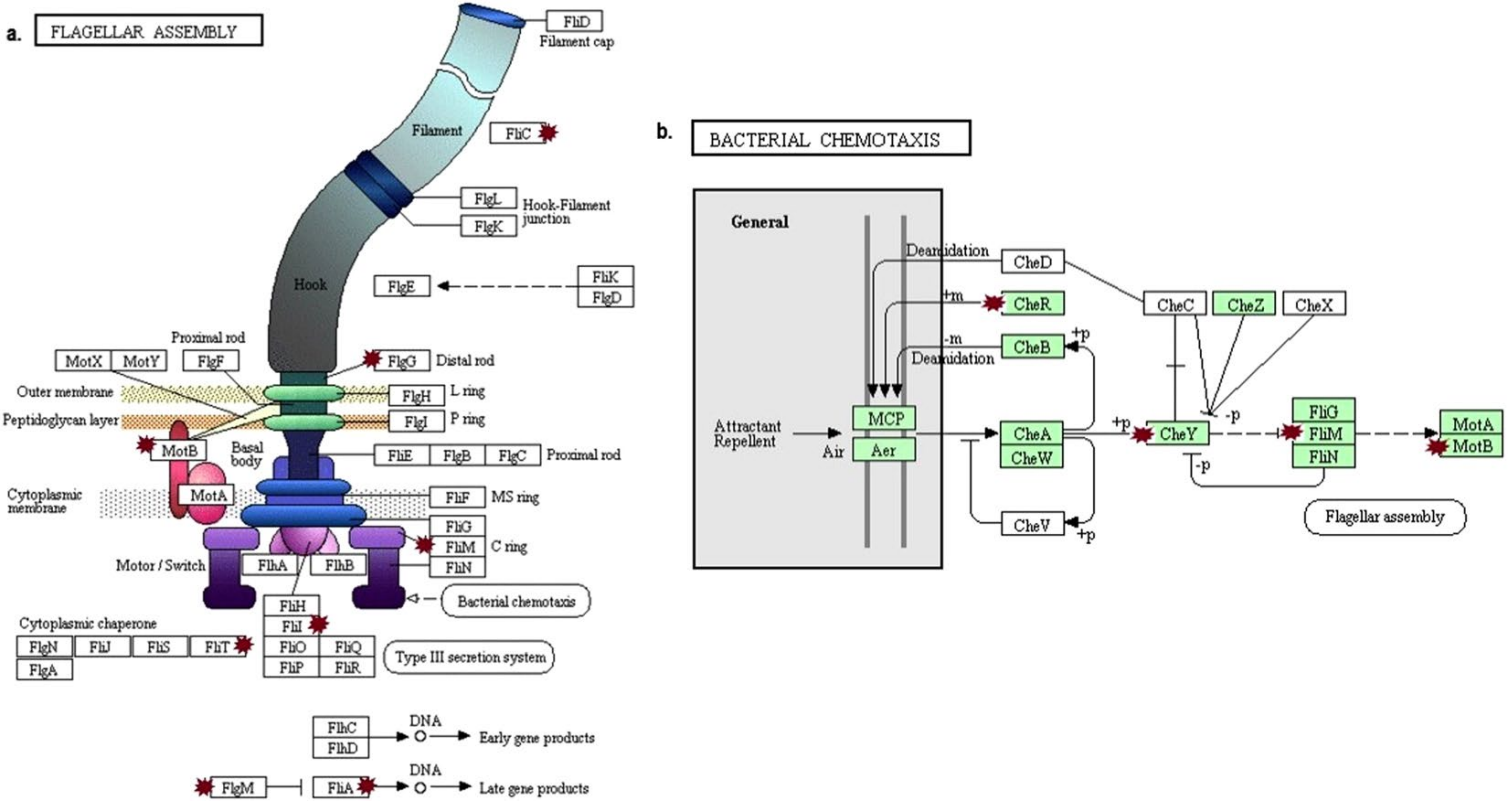
Flagellar pathway assembly and bacterial chemotaxis from KEGG database. Red stars point to the up-regulated genes affected in (**a**) the flagelar assembly pathway (ko02040). (**b**) the bacterial chemotaxis pathway (ko02030). Some of the affected genes belong to the two-component system pathway (ko02020).

Figure 6 shows the genes involved in nitrogen metabolism. 

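The formate dehydrogenase-N genes *fdnG*, *fdnH* and *fdnI*, which lie side by side from 405479 to 409433 on the DH5α reference, had negative log2 fold changes in the comparison of group means. *fdnG*, for the catalytic subunit, was at 46.5 ± 37.9 CPM (SD, n = 3) in exposed and 77.9 ± 80.4 in control samples. Its log2 fold change was -0.75 (standard error 1.22). *fdnH* was at -0.62 (standard error 0.59) and *fdnI* at -0.34 (standard error 0.33). The pairs differed in direction: *fdnG* was at 0.42, -1.75 and 0.18 in replicate pairs 1, 2 and 3. The 3 genes, a list of the study and not independent evidence, had camera adjusted p = 0.0712, and no member passed in edgeR over all genes or adjusted over the list alone. At an unadjusted p under 0.05, edgeR, DESeq2 and limma passed none of them. Under the replicate block the list was lower at adjusted p = 0.0127, and adjusted p = 0.459 with an estimated correlation; without control replicate 3 and without exposed replicate 2 it was, without the block, at 9.44e-05 and 0.0174. Leaving out control replicate 1 or 2 or exposed replicate 1 or 3 gave 0.296, 0.993, 0.111 and 0.783, with medians of -0.08 without control replicate 2 and -0.24 without exposed replicate 3. The genes were at medians of -1.86 in control and -1.11 in exposed replicate 3 relative to replicates 1 and 2.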

The genes *fdnG, fdnI*, and *fdnH* are down-regulated by the exposure to Wi-Fi radiation and are part of the two-component system pathway. These genes code for the subunits of the protein formate dehydrogenase^25^. During anaerobic respiration, *E. coli* utilize formate as electron donor and nitrate as electron acceptor through formate dehydrogenase^26^.

**Figure 6:**
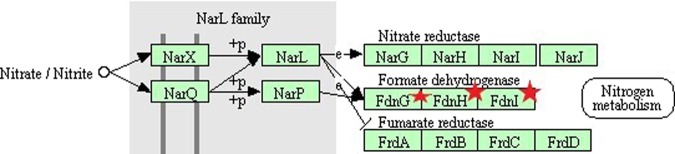
Two-component system pathway from KEGG database (ko02020). Red stars point to the down-regulated genes affected in the nitrogen metabolism.

### Validation of several DEGs by quantitative RT-PCR

We measured the expression of representative DEGs by qRT-PCR. These DEGs examined included *pgaD, fliC, cheY, malP, malZ, motB, alsC, alsK, appB* and *appX*. The qRT-PCR results were analyzed by REST 2009 software (Fig. 7). The housekeeping genes *gyrA* and *frr* were used for gene normalization. 

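Both housekeeping genes kept close to their control levels in the sequenced samples. *gyrA*, a DNA gyrase subunit gene, had 1330 ± 153 CPM (SD, n = 3) in exposed and 1420 ± 149 in control samples, a log2 fold change of -0.09 (standard error 0.15). *frr*, the ribosome recycling factor gene, had 1138 ± 106 in exposed and 1126 ± 54.3 in control samples, a log2 fold change of 0.02 (standard error 0.13).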

The results from qRT-PCR assays were found to be consistent with that obtained from RNA-sequencing; P < 0.05 (Table 2).

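The paper's RNA-seq fold changes of Table 2 concern 10 genes, of which *appX* had too few counts to be tested here. The 9 others, all with the sign given in Table 2, are from the 3 control and 3 exposed libraries. *pgaD*, a gene of biofilm polysaccharide synthesis, had a fold change of 1.65, *fliC* of 2.01, *cheY* of 1.66 and *motB* of 1.92 (3.16 without control replicate 2). The maltodextrin genes *malP* and *malZ* had fold changes of 1.51 and 1.44. Among the lower genes, *alsC* had a fold change of -10.04, the allokinase gene *alsK* of -4.93 and the oxidase gene *appB* of -1.50 (11.2 without control replicate 3 and -33.1 without exposed replicate 3). *alsC* (CDN75_RS16400) lies on the minus strand from 3163136 to 3164116 and had 132, 213 and 3330 counts in control replicates 1, 2 and 3. In the exposed replicates it had 89, 71 and 210 counts. The log2 fold change was -3.33 (standard error 1.27), and -0.68 (standard error 0.38) without control replicate 3. *alsK* had a log2 fold change of -2.30 (standard error 0.95), and -0.45 (standard error 0.26) without that library. The list, chosen by the study and not independent evidence, had a median of 0.60, a mean of -0.19 and a test on the positive side at camera adjusted p = 0.0970, 0.0106 without exposed replicate 3, and 0.000899 with the replicate block (adjusted p = 0.296 with an estimated correlation). No gene passed in edgeR at an adjusted p under 0.05 over all genes or adjusted over the list alone; at the paper's thresholds edgeR passed *alsC*, DESeq2 none, and the replicate block 7 genes, all but *alsC* and *alsK*. Log2 counts relative to the mean log2 count of *gyrA* and *frr* were fitted with a per-gene linear model without moderation. There none of the 9 met the paper's thresholds, with fold changes of 1.83 for *fliC* and -4.15 for *alsC*. Both the fit and the reference differ from the edgeR model here, so the change cannot be credited to the housekeeping genes.

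**Figure D4:**
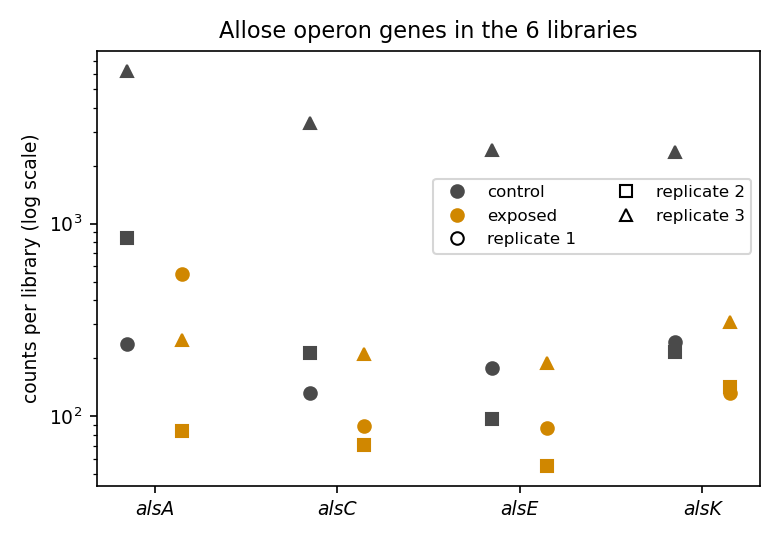
Counts per library, on a log scale, of 4 genes of the allose operon; gray is control, orange exposed, and circles, squares and triangles are replicates 1, 2 and 3. Control replicate 3 lies highest for each gene, at 6249 counts for alsA and 3330 for alsC.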

**Figure 7:**
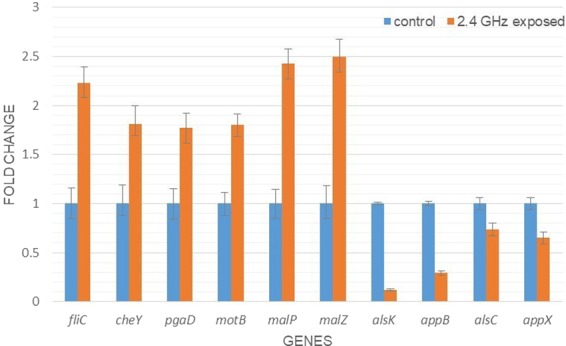
Quantitative real time PCR chart; relative expression level normalized with 2 housekeeping genes: gyrA and frr.

**Table 2:** Comparison of fold change difference between RNA-seq and qRT-PCR.

Gene	RNA-seq		qRT-PCR	
	*FC	p-value	**FC [std error]	p-value
*pgaD*	1.78	0.0329	1.775[1.612 to 1.924]	<0.001
*fliC*	2.12	0.0396	2.236[2.085 to 2.399]	<0.001
*cheY*	1.76	0.0348	1.813 [1.692 to 2.001]	<0.001
*malP*	2.4	0.0286	2.426[2.275 to 2.573]	0.024
*malZ*	2.5	0.0382	2.495[2.339 to 2.674]	0.039
*motB*	1.69	0.0355	1.804 [1.743 to 1.915]	0.04
*alsC*	−1.42	0.0388	−1.35[−1.48 to −1.26]	<0.001
*alsK*	−8.78	0.0459	−8.33 [−9 to −7.63]	<0.001
*appB*	−2.47	0.0473	−3.38 [−3.69 to −3.15]	0.036
*appX*	−1.5	0.0183	−1.53[−1.7 to −1.41]	0.033

^*^FC: fold change.

**[std error]: standard error interval.

## Discussion

EMF exposure induced different responses in bacteria depending on frequency, intensity, exposure time and the organism model^27^. Two hours of mobile phone exposure revealed no effects on the growth and susceptibility to different antibiotics *of S. aureus, S. epidermis*, and *P. aeruginosa*^8^. The exposure of *S. aureus* to mobile phone for one hour did not affect their ability to form biofilm^3^. Longer time of GSM and Wi-Fi exposure affected the growth, antibiotic susceptibility and biofilm formation of *P. aeruginosa, E. coli, S. aureus, S. epidermis* and *L. monocytogenes*^6,7,9^. The prolonged EMF exposure resulted in major effects in *K. pneumonia* before they reach an adaptation stage^5^. Some bacteria with resistance to multidrugs were detected in the vicinity of telecommunication stations^28^. Furthermore, the microbial growth of human skin microbiota was disrupted after exposure to radiofrequency EMF (RF-EMF)^29^.

The WHO recommended evaluation of the biological effects of existing EMF exposure in a population before providing permission for establishment of new EMF networks^30,31^. Understanding the mechanisms by which RF-EMF influences human health is also important to reduce the risk of incidence of diseases^32^.

In this study, most of the DEGs in DH5α cells exposed to Wi-Fi waves are involved in cellular and metabolic processes. The upregulated *sulA, yjjQ, oxC* and *arsC* genes are associated with stress response. 

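*sulA*, the cell division inhibitor of the SOS response, had 17.5 ± 1.76 CPM (SD, n = 3) in exposed and 13.4 ± 1.60 in control samples, a log2 fold change of 0.38 (standard error 0.17). *arsC*, the arsenate reductase gene, had 5.82 ± 0.202 in exposed and 4.49 ± 0.420 in control samples. In both genes every exposed library lay above every control library. *oxc*, an oxalyl-CoA decarboxylase gene, had a log2 fold change of 0.45 (standard error 0.52). These 3 genes, selected by the study and not independent evidence, were higher as a list at camera adjusted p = 5.21e-05, and adjusted p = 0.157 with an estimated correlation. None passed in edgeR at an adjusted p under 0.05 over all genes or adjusted over the list alone; edgeR, DESeq2 and limma passed 0, 0 and 2 at an unadjusted p under 0.05. In fry the list passed once the replicate block was added, the only one of the 47 to do so (adjusted p = 0.0387). Camera with an estimated correlation did not call it under the block (adjusted p = 0.296). Of 25 heat shock genes 20 were lower, with a median of -0.11, and the chaperone genes *groS* and *dnaK* at -0.47 (standard error 0.19) and -0.42 (standard error 0.23). The heat shock list was lower at camera adjusted p = 0.000222, and adjusted p = 0.417 with an estimated correlation; it was at 0.0961 without control replicate 3 and 0.0607 without exposed replicate 1, and its median was -0.17 without exposed replicate 3. Once the replicate block was added, 7 heat shock genes met the paper's thresholds, against 0 without it. The general stress list (24 genes, 9 positive) was at adjusted p = 0.550, with *osmB* at -0.43 (standard error 0.36); it was lower at 0.000423 without control replicate 2 and 1.79e-05 without exposed replicate 3 (median -0.70), and higher at 9.44e-05 without control replicate 3 (median 0.50). Envelope stress (25 genes, 12 positive) was at 0.320, with the chaperone gene *spy* at -0.49 (standard error 0.24), and oxidative stress (28 genes, 15 positive) at 0.722, with *oxyR* at 0.15 (standard error 0.11). Oxidative stress was higher without control replicate 3 (0.000531) and exposed replicate 2 (0.0152) and lower without exposed replicate 3 (0.00588), and envelope stress was lower without control replicate 2 (0.0182) and exposed replicate 3 (0.0369). Cold shock (10 genes, 5 positive, median 0.01, test on the negative side) was at adjusted p = 0.797.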

The *sulA, yadC, sbcB, recT* and *arsC* genes are part of the defense system against DNA damage. 

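Among the genes named for DNA damage, *sbcB*, an exonuclease gene, had 70.5 ± 7.90 CPM (SD, n = 3) in exposed and 71.2 ± 14.4 in control samples, a log2 fold change of -0.01 (standard error 0.19). *recT*, a prophage gene of strand annealing, was at -0.40 (standard error 0.33), and *arsC* at 0.37 (standard error 0.17). Over the 5 genes 3 were positive, with a median of 0.37. As a list of the study, and so not independent evidence, they were higher at camera adjusted p = 0.00971, and adjusted p = 0.217 with an estimated correlation. The list was at 0.149 without control replicate 2, 0.160 without control replicate 3 and 0.111 without exposed replicate 1. The SOS regulon, the DNA damage response under LexA, was at camera adjusted p = 0.942: of 26 genes 11 were positive, the median was -0.02 and the test was on the positive side. The samples include no DNA-damaging control, so whether this strain mounts the response was not tested, and the value does not show that damage was absent. *lexA* itself had 126 ± 9.15 CPM in exposed and 113 ± 13.6 in control samples, and *recX*, a RecA regulator gene, had a log2 fold change of -0.24 (standard error 0.17). Neither list had a member that passed in edgeR at an adjusted p under 0.05 over all genes or adjusted over the list alone; edgeR, DESeq2 and limma passed 0, 0 and 2 of the 5 genes and 0, 0 and 1 of the SOS regulon at an unadjusted p under 0.05.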

SulA in *E. coli* is induced by the SOS response to DNA damage resulting in an inhibition of cell division by interaction with tubulin-like FTsZ. At the site of cell division, FtsZ assembles into a ring which is essential for bacterial cell division^33^. 

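*zipA*, the gene of a membrane anchor of the FtsZ ring, had 447 ± 31.6 CPM (SD, n = 3) in exposed and 410 ± 22.5 in control samples. Its log2 fold change was 0.12 (standard error 0.13), with the exposed library higher in 2 of 3 pairs. Of 21 cell division genes 16 had positive fold changes, with a median of 0.06. *zapD*, for another FtsZ-binding protein, was at -0.22 (standard error 0.11) and *ftsQ*, of the divisome, at 0.12 (standard error 0.12). The cell division list was at camera adjusted p = 0.281. No member passed in edgeR at an adjusted p under 0.05 over all genes or adjusted over the list alone, and edgeR, DESeq2 and limma passed 0, 0 and 1 at an unadjusted p under 0.05.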

In parallel, a reduction of *ZipA*, coding for a stabilizer protein of FtsZ, was detected. This regulatory network elucidate morphological changes observed after exposure to extremely low frequency EMF (ELF-EMF) by affecting cell division^34,35^. 

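*purN*, a gene of purine synthesis, had 164 ± 20.9 CPM (SD, n = 3) in exposed and 219 ± 40.4 in control samples, a log2 fold change of -0.42 (standard error 0.19). *yafO*, a toxin gene of the SOS regulon, was at -0.47 (standard error 0.36). *udp*, the uridine phosphorylase gene, had 589 ± 176 in exposed and 648 ± 37.5 in control samples, with the exposed library higher in 1 of 3 pairs. As a list of the study, not independent evidence, the 3 genes were lower at camera adjusted p = 0.00123, and adjusted p = 0.157 with an estimated correlation. It was at 0.0847 without control replicate 3 (median -0.27, against -0.42 over all libraries) and 0.0507 without exposed replicate 1. In edgeR no member passed at an adjusted p under 0.05 over all genes or adjusted over the list alone, none at an unadjusted p under 0.05 in edgeR, DESeq2 or limma, and with the replicate block *purN* met the paper's thresholds.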

Only 3 of the genes associated with response to DNA damage, *udp*, *purN* and *yafO*, were down-regulated.

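*yadC*, a fimbrial adhesin gene, had 2.63 ± 1.13 CPM (SD, n = 3) in exposed and 1.63 ± 0.574 in control samples. *ybhG*, a gene of a drug efflux system, had a log2 fold change of 0.37 (standard error 0.21), and *ampE*, of the beta-lactamase regulation locus, 0.19 (standard error 0.19). All 3 genes were higher in the exposed library of every pair. Chosen by the study and so not independent evidence, the list was higher at camera adjusted p = 0.00123, and adjusted p = 0.157 with an estimated correlation; it was at 0.0560 without control replicate 2 and 0.0643 without exposed replicate 1. Of 25 multidrug efflux genes, 13 had positive fold changes, with a median of 0.01 and camera adjusted p = 0.760. *macA*, of a macrolide exporter, was at 0.14 (standard error 0.12) and *mdfA*, a drug exporter gene, at -0.24 (standard error 0.21). In edgeR no gene of either list passed at an adjusted p under 0.05 over all genes or adjusted over the list alone, and none of the 3 passed at an unadjusted p under 0.05 in edgeR, DESeq2 or limma. With the replicate block *yadC* and *ybhG* met the paper's thresholds and passed adjusted over the list alone.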

The up-regulated *ampE, yadC* and *ybhG* genes are related to antibiotics response. AmpE is implicated in the expression of β-lactamase and plays a role in peptidoglycan murein recycling^36,37^. YadC is a fimbrial-like protein that is induced immediately after exposure to stress and provide antimicrobial protection^38^. YbhG is involved in the sensitivity control to chloramphenicol through the efflux pathway^39^. These results confirm the data of some previous studies indicated altered antibiotic resistance after exposure to RF-EMF^5,6,9^.

Our data showed that genes involved in chemotaxis and motility *such as fliA, flgM, motB, fliC, cheY, cheR, fliM, fliL, flgG* and *fliT* were up-regulated by the exposure to Wi-Fi waves. Overexpression of CheY in association with MotA and MotB increases motility^40^. These results confirm our prior finding that Wi-Fi radiation enhanced motility of *E. coli* O157 H7 by 28%^9^, which may be a strategy of the pathogen for survival after excessive exposure to radiation stress. *E. coli* O157H7 cells motility was increased under different stress conditions such as heat and acid^41,42^. Motility of *E. coli* is important for starting biofilm formation^43^. We have previously reported that Wi-Fi radiofrequency radiation triggers biofilm formation in *E. coli*^9^. Our data indicated that the exposure to Wi-Fi radiofrequency radiation induced the expression of *pagD, yadM, yadC* and *fimI* involved in cell adhesion and biofilm formation. 

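*pgaD* had 1.67 ± 0.396 CPM (SD, n = 3) in exposed and 1.01 ± 0.329 in control samples, a log2 fold change of 0.72 (standard error 0.35). The fimbrial genes *yadM* and *yadC* were at 0.61 (standard error 0.73) and 0.68 (standard error 0.46). *fimI*, of the type 1 fimbriae operon, had 102 ± 90.3 in exposed and 85.9 ± 85.9 in control samples. All 4 genes were higher in the exposed library of each pair. The list, selected by the study and not independent evidence, was higher at camera adjusted p = 0.00118, and adjusted p = 0.157 with an estimated correlation; without exposed replicate 1 it was at 0.0643. None passed in edgeR at an adjusted p under 0.05 over all genes or adjusted over the list alone, and edgeR, DESeq2 and limma passed 0, 0 and 1 at an unadjusted p under 0.05. In the model with the replicate block, *pgaD*, *yadC* and *fimI* met the paper's thresholds and passed adjusted over the list alone.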

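The fimbrial chaperone gene *yadV* was at 0.619 ± 0.320 CPM (SD, n = 3) in exposed and 1.25 ± 0.823 in control samples, a log2 fold change of -1.03 (standard error 0.70), and was lower in the exposed library of each pair. Under the replicate block its log2 fold change was -0.96 (standard error 0.29), which met the paper's thresholds. No feature could be matched to *yciG*.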

The down-regulated genes included *yadV* which codes for a fimbrial chaperone involved in cell adhesion and *yciG* that is implicated in flagellum-dependent swarming motility. The changes in bacterial gene expression permit the survival in environments with rapidly changing conditions. Therefore, biofilm formation is a sort of bacterial defense against stressful conditions.

Gene ontology analysis revealed that the down-regulated DEGs are involved mostly in metabolic, cellular process and localization. For example, the *ssuA, ppdB, xanP, gadC, ompL, sgcB, yacD* and *alsC* genes are associated with localization and transport of different compounds. 

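Of the 7 tested transport genes, *xanP* had 668 ± 60.9 CPM (SD, n = 3) in exposed and 882 ± 132 in control samples, a log2 fold change of -0.40 (standard error 0.16). *ssuA*, the substrate-binding gene of sulfonate uptake, was at -1.00 (standard error 0.38), and *ppdB*, a prepilin-like gene, at -0.42 (standard error 0.18). In these 3 genes every exposed library lay below every control library. *gadC* had a log2 fold change of -0.54 (standard error 2.59), and *ompL*, a porin gene, -0.61 (standard error 0.88). The feature matched to *yacD* is *hofC*, annotated as a protein transport gene, with a log2 fold change of -0.01 (standard error 0.17). All 10 genes of the acid resistance group that holds *gadC* were negative, with a median of -0.37 and camera adjusted p = 0.320. Once the replicate block was added, that group was lower at adjusted p = 4.04e-16, and adjusted p = 0.296 with an estimated correlation, and 9 of its genes met the paper's thresholds. Without the block its test turned positive when control replicate 3, exposed replicate 1 or exposed replicate 2 was left out, with medians of 3.53, 0.16 and 0.15 and adjusted p of 0.00211, 0.510 and 0.441; it was lower at 0.0275, 0.00658 and 2.88e-05 without control replicate 1, control replicate 2 and exposed replicate 3, the last with a median of -4.59. As a list of the study, which is not independent evidence, the 7 genes were lower at camera adjusted p = 1.10e-06, and adjusted p = 0.157 with an estimated correlation. None of its members passed in edgeR at an adjusted p under 0.05 over all genes or adjusted over the list alone. At an unadjusted p under 0.05, edgeR, DESeq2 and limma passed 3, 2 and 2 of them. Paired by replicate number, *gadC* was at -0.70 (standard error 0.10), and *gadC*, *xanP* and *ssuA* met the paper's thresholds.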

The *ompL, alsC* and *sgcB* genes have a role in carbohydrate transport. The *ompL* and *gadC* genes facilitate ions transport. The *gadC, xanP* and *ppdB* genes are related to nitrogen compound transport. In addition, the down-regulated *pyrI, purE, pyrB* and *purN* genes are involved in nucleotide biosynthetic pathway. 

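All 15 measured genes of purine synthesis had negative log2 fold changes, with a median of -0.31. *purF*, for the enzyme that opens the pathway, had 682 ± 9.13 CPM (SD, n = 3) in exposed and 843 ± 85.0 in control samples, with every exposed library below every control library. *purE*, of the same pathway, had a log2 fold change of -0.37 (standard error 0.24), and *purM* and *purT* both -0.34 (standard errors 0.17 and 0.18). The purine list was lower at camera adjusted p = 1.10e-06, and adjusted p = 0.417 with an estimated correlation; it was at 0.120 without control replicate 3 and 0.0507 without exposed replicate 1, and its median was -0.11, -0.18 and -0.20 without control replicate 3, exposed replicate 1 and exposed replicate 2. No purine gene passed in edgeR at an adjusted p under 0.05 over all genes or adjusted over the list alone, and edgeR, DESeq2 and limma passed 0, 1 and 0 at an unadjusted p under 0.05. In the model with the replicate block, 7 genes met the paper's thresholds and 5 passed adjusted over the list alone. Of 10 pyrimidine synthesis genes 8 were negative (camera adjusted p = 0.0746, and 0.00300 with the replicate block, where adjusted p = 0.296 with an estimated correlation). Without the block the list was lower at 0.0237, 0.00483 and 0.000211 without control replicate 1, control replicate 2 and exposed replicate 3. Its test turned positive without control replicate 3 (0.400, median 0.10), and was at 0.926 and 0.954 without exposed replicates 1 and 2 (medians -0.02 and -0.04). *pyrB* and *pyrI*, the aspartate transcarbamylase genes, were at -0.61 (standard error 0.53) and -0.44 (standard error 0.54). The paper's 4 nucleotide genes, not independent evidence, were lower at camera adjusted p = 0.000580, and adjusted p = 0.417 with an estimated correlation; they were at 0.513 without control replicate 3 and 0.111 without exposed replicate 1, and their median of -0.43 was -0.01 without control replicate 3 and -0.74 without exposed replicate 3. Pyrimidine genes were 0.82 and 0.88 log2 units (medians) higher in replicate 3 of the control and exposed groups than in replicates 1 and 2.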

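*appB*, a subunit gene of cytochrome bd-II oxidase at 4432254 to 4433390 on the DH5α reference, had 298, 289 and 16497 counts in control replicates 1, 2 and 3. In exposed replicates 1, 2 and 3 it had 107, 180 and 13838. The log2 fold change was -0.58 (standard error 2.13), and -0.83 (standard error 0.17) with the replicate block, where it met the paper's thresholds. The value moved with replicate 3: the log2 fold change of appB was 3.49 (standard error 2.16) without control replicate 3 and -5.05 (standard error 2.24) without exposed replicate 3. *appX*, the short gene of an accessory subunit next to it, had 6, 5 and 77 counts in control and 0, 0 and 62 in exposed replicates 1, 2 and 3 and was not tested. Its counts in exposed replicates 1 and 2 allow up to 0.275 and 0.234 CPM.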

We observed down-regulation of the *appX* and *appB* genes, which are part of cytochrome bd-II oxidase and are involved in aerobic electron transport chain^44^. Moreover, down-regulation of the *ldrA, ldrB* and *ldrC* genes type I toxin-antitoxin system that inhibits cell growth, were detected^45^. 

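Of the *ldr* genes, which encode small toxic peptides, CDN75_RS00525, annotated as *ldrA* or *ldrC*, had 0.617 ± 0.102 CPM (SD, n = 3) in exposed and 1.17 ± 0.321 in control samples. Its log2 fold change was -0.93 (standard error 0.32), with every exposed library below every control library. The other *ldrA* or *ldrC* copy, CDN75_RS00510, was at -0.14 (standard error 0.29) and *ldrB* at -0.44 (standard error 0.48). The annotation gives both copies the same product, and how reads shared by the copies were assigned is not known. The 3 genes, a list of the study and not independent evidence, were lower at camera adjusted p = 0.00153, and adjusted p = 0.417 with an estimated correlation; they were at 0.122 without control replicate 2 and 0.281 without exposed replicate 3, and their median of -0.44 was -0.28, -0.18, -0.80 and -0.19 without control replicates 1, 2 and 3 and exposed replicate 3. Of 29 toxin and antitoxin genes 12 were positive (camera adjusted p = 0.244, and lower at 0.00772 without control replicate 3), with the toxin gene *yoeB* at 0.31 (standard error 0.17) and the antitoxin gene *relB* at -0.26 (standard error 0.18). In edgeR no member of either list passed at an adjusted p under 0.05 over all genes or adjusted over the list alone; at an unadjusted p under 0.05, edgeR, DESeq2 and limma passed 1, 0 and 1 in each list.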

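Of 70 measured genes of anaerobic respiration and the hydrogenases, 48 had negative log2 fold changes, with a median of -0.18. *hycF* and *hycE*, of formate hydrogenlyase, were at -0.83 (standard error 0.60) and -0.57 (standard error 0.77), n = 3 per group. *napB*, of periplasmic nitrate reductase, was at -0.39 (standard error 0.36). The list was lower at camera adjusted p = 0.0102, and adjusted p = 0.561 with an estimated correlation. Its median was 0.25, -0.47 and -0.14 in replicate pairs 1, 2 and 3. It was at 0.738 without control replicate 2, 0.172 without control replicate 3, 0.459 without exposed replicate 2 and 0.160 without exposed replicate 3, with medians of 0.02, -0.05, -0.03 and -0.12. None of the 70 passed in edgeR at an adjusted p under 0.05 over all genes or adjusted over the list alone, and none at an unadjusted p under 0.05 in edgeR, DESeq2 or limma; 7 met the paper's thresholds with the replicate block. Among these 7 were *appB* and *appC* of cytochrome bd-II oxidase, which were placed in this list although the paper assigns *appB* to aerobic electron transport. Of 11 fermentation genes 3 were positive (camera adjusted p = 0.341, and lower at 0.0153 without control replicate 1), with *frdC*, of fumarate reductase in the anaerobic list, at -0.37 (standard error 0.53) and *pflA*, the pyruvate formate lyase activator gene, at -0.17 (standard error 0.18). The fermentation test turned positive without control replicate 3 (0.241, median 0.25) and without exposed replicate 2 (0.684, median -0.03).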

Many genes involved in anaerobic respiration were down-regulated. For instance, the down-regulated *fdnI, fdnH* and *fdnG* genes belongs to the two-component system pathway and plays a role in nitrogen metabolism^25^. 

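*hyaB*, for the large subunit of hydrogenase 1, had 14.6 ± 20.9 CPM (SD, n = 3) in exposed and 25.3 ± 37.5 in control samples, a log2 fold change of -0.78 (standard error 1.57). *hyaA* and *hyaD* were at -0.45 (standard error 1.57) and -0.64 (standard error 1.14). The 3 genes were 4.09 and 3.89 log2 units (medians) higher in replicate 3 of the control and exposed groups than in replicates 1 and 2. In every pair each gene was lower in the exposed library. As a list of the study, not independent evidence, they were at camera adjusted p = 0.330, and no member passed in edgeR over all genes or adjusted over the list alone, nor at an unadjusted p under 0.05 in edgeR, DESeq2 or limma. Under the replicate block all 3 met the paper's thresholds and passed adjusted over the list alone, and the list was lower at adjusted p = 1.63e-05, and adjusted p = 0.324 with an estimated correlation. Without the block, leaving out exposed replicate 3 gave 0.0177, while the test turned positive without control replicate 3 (0.130, median 2.01) and without exposed replicate 1 (0.926). Leaving out control replicate 1 or 2 or exposed replicate 2 gave 0.0733, 0.0871 and 0.954.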

The down-regulated *hyaA, hyaB* and *hyaD* genes are involved in fermentation. *hya* expression is affected by nutrients starvation and external pH and hence it is involved in response to stress^46^.

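*yhdX*, a permease gene of an amino acid transporter, had 4.41 ± 0.662 CPM (SD, n = 3) in exposed and 3.04 ± 0.376 in control samples. The log2 fold change was 0.53 (standard error 0.21), with every exposed library above every control library. *agaC*, a permease gene for N-acetylgalactosamine, had 1.62 ± 0.692 in exposed and 0.767 ± 0.340 in control samples, a log2 fold change of 1.05 (standard error 0.50). Of 8 genes for the use of N-acetylgalactosamine and tagatose 7 had positive fold changes, with *agaI* at -0.42 (standard error 0.41). That list was at camera adjusted p = 0.0597, and at 0.0176 with the replicate block (adjusted p = 0.344 with an estimated correlation). Leaving out control replicate 1, control replicate 2 or exposed replicate 3 gave 0.0237, 0.00855 and 0.00694 without the block. The test turned negative without control replicate 3 (0.513, median -0.11), and was at 0.412 (median -0.07) and 0.272 without exposed replicates 1 and 2. No member passed in edgeR over all genes or adjusted over the list alone, nor at an unadjusted p under 0.05 in edgeR, DESeq2 or limma. Once the replicate block was added, *agaC* met the paper's thresholds and *yhdX* did not.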

As consequence of regulatory network, we detected increased expression of *yhdX and agaC* genes that play a role in transport of amino acids and sugar, respectively. The up-regulated *puuC, eutP, metC, kbaY* genes are involved in metabolic pathways. In addition, we observed up-regulation of *malP* and *malZ genes*, part of the maltodextrin system, which are involved in the uptake of maltose by ABC transporter^47^.

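*puuC* had 30.2 ± 3.16 CPM (SD, n = 3) in exposed and 23.4 ± 0.545 in control samples, a log2 fold change of 0.37 (standard error 0.14), with every exposed library above every control library. *metC*, the cystathionine beta-lyase gene of methionine synthesis, was at 0.33 (standard error 0.35) and *kbaY*, a tagatose bisphosphate aldolase gene, at 0.51 (standard error 0.47). *eutP* had too few counts to be tested. The 3 genes, which the study selected and which are not independent evidence, were higher as a list at camera adjusted p = 0.000885, and adjusted p = 0.157 with an estimated correlation. No member passed in edgeR at an adjusted p under 0.05 over all genes or adjusted over the list alone; *puuC* alone had an unadjusted p under 0.05 in edgeR, and DESeq2 and limma passed 1 each.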

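*malP*, the maltodextrin phosphorylase gene, had 2463 ± 1291 CPM (SD, n = 3) in exposed and 1626 ± 1047 in control samples, a log2 fold change of 0.60 (standard error 0.73). *malZ*, a maltodextrin glucosidase gene, had 311 ± 121 in exposed and 216 ± 130 in control samples, a log2 fold change of 0.52 (standard error 0.61). Paired by replicate number, these were 0.75 (standard error 0.17) and 0.71 (standard error 0.23), and both met the paper's thresholds. Of 9 genes of the maltose regulon 8 were positive, with a median of 0.24; the binding protein gene *malE* was at 0.22 (standard error 0.93). The regulon was higher at camera adjusted p = 0.0294, and adjusted p = 0.748 with an estimated correlation; in DESeq2 it was not called. Its genes were at -3.35 in control and -1.98 in exposed replicate 3 relative to replicates 1 and 2 (medians, log2 scale). The test turned negative without control replicate 3 (adjusted p = 0.0794) and without exposed replicate 1 (adjusted p = 0.986), with medians of -0.27 and -0.57, and was at 0.0947 without exposed replicate 2. Its median was 0.74, 0.60 and 0.72 without control replicate 1, control replicate 2 and exposed replicate 3. None of the 9 passed in edgeR at an adjusted p under 0.05 over all genes or adjusted over the list alone, nor at an unadjusted p under 0.05 in edgeR, DESeq2 or limma; 3 met the paper's thresholds with the replicate block.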

We found that 11 of the up-regulated and 3 of the down-regulated genes are associated with bacterial transposition activity. 

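Of 37 measured transposase genes of insertion sequences, 19 had positive and 18 negative log2 fold changes, with a median of 0.01. The IS5 copy CDN75_RS20635 had 2.03 ± 0.286 CPM (SD, n = 3) in exposed and 1.31 ± 0.185 in control samples, a log2 fold change of 0.63 (standard error 0.24). CDN75_RS18280, an IS4-like transposase gene, was at -0.33 (standard error 0.16) and CDN75_RS18895 at 0.32 (standard error 0.22). Of 9 measured IS5 copies, the family of the paper's *insH* genes, 4 were positive, with log2 fold changes from -0.84 to 0.63. The copies carry the same annotation, and the paper's *insH* numbers could not be matched to single copies. No library recorded reads aligned to more than 1 place, and the IS5 copy CDN75_RS10360 had 0 counts in all 6 libraries. How reads shared by copies were assigned is not known, so the values of a single copy may not be those of its locus. The transposase list was at camera adjusted p = 0.760 and the IS5 copies, not independent evidence, at 0.504. In edgeR no member of either list passed at an adjusted p under 0.05 over all genes or adjusted over the list alone; edgeR, DESeq2 and limma passed 1, 0 and 1 in each list at an unadjusted p under 0.05.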

Transposases increase genomic rearrangements by incorporation of adjacent genes during transpositions^48^. Nutritional and cellular stress as well as environmental adaptation trigger transposition in *Escherichia coli*^49,50^. It has been reported that extremely low frequency EMF affected transposition activity in *E. coli*^51^.

Microorganisms often switch between phases of growth and non-growth to adapt to environmental conditions and they can enter dormant state. In this viable but non-culturable state, bacteria can still preserve certain metabolic activity but are incapable to divide due to their minor adaptation capacity^52^. Alterations in bacterial gene expression allow bacteria to resist the stress conditions. 

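Among 32 genes of aerobic respiration and ATP synthase, 14 had positive and 18 negative log2 fold changes, with a median of 0.00 (camera adjusted p = 0.465, and lower at 0.0497 without control replicate 3). That test turned positive without control replicate 1 (0.313, median 0.08) and without exposed replicate 3 (0.233, median 0.10). The aerobic list does not hold *appB* and *appC*, which were placed in the anaerobic list. *ndh*, the NADH dehydrogenase gene, had 287 ± 51.9 CPM (SD, n = 3) in exposed and 234 ± 46.7 in control samples. *sdhC*, of succinate dehydrogenase, was at -0.49 (standard error 0.33) and *sdhA* at -0.39 (standard error 0.31). Of 18 genes of the TCA cycle 16 were negative, with a median of -0.16; *fumA*, a fumarase gene, was at -0.45 (standard error 0.27) and *sucA*, of oxoglutarate dehydrogenase, at -0.36 (standard error 0.27). The TCA cycle was lower at camera adjusted p = 0.000318, and adjusted p = 0.457 with an estimated correlation; without control replicate 3 it was at 0.513, and its median was -0.28 without control replicate 2 and -0.34 without exposed replicate 1. Its median in replicate 3 relative to replicates 1 and 2 was 0.33 in control and -0.39 in exposed samples. Glycolysis (14 genes, 5 positive) was at camera adjusted p = 0.797, and higher at 0.0427 without control replicate 3, with *pfkA*, a phosphofructokinase gene, at 0.14 (standard error 0.14). In these 3 lists edgeR passed no gene at an adjusted p under 0.05 over all genes or adjusted over the list alone.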

Our data showed that both genes involved in aerobic and anaerobic respiration were down-regulated after exposure to Wi-Fi radiofrequency radiation. Decreased metabolic activity in bacteria has been linked with increased persistence. Part of the bacterial population enters into dormant state through metabolic inactivity and growth arrest in order to survive in the stress conditions^53^. Other persistence mechanisms are also found in *E. coli* such as SOS response, DNA repair, pump efflux and biofilm formation^52,54,55^. On the other hand, the exposure of bacteria to EMF can be valuable when interfering with these phenomena and may compromise therapeutic success. It has been shown that the exposure to ELF-EMF resulted in antibacterial effects as well as altered bacterial morphology and decreased the viability in biofilms suggesting a reduced persistence^35,56,57^. Further research is required to clarify the effects of EMF on their persistence and therapeutic success.

The changes in bacterial gene expression in response to exposure to Wi-Fi waves are summarized in Fig. 8. 

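The next counts leave out the IS5 copies, of which 4 of 9 were positive, as the paper's *insH* genes could not be matched to single copies. Across the other genes that the paper names with a direction, 28 of 30 tested genes read as up-regulated had positive log2 fold changes. For *sbcB* and *recT* that direction was inferred. Of those read as down-regulated, 25 of 26 had negative ones. These genes were selected by the study on these samples, so the counts are not independent evidence. At the paper's thresholds *puuC* and *yhdX* were higher and *alsC*, *ssuA*, *xanP* and 1 *ldr* copy were lower. In the model with the replicate block, 20 of the up-regulated and 11 of the down-regulated genes met these thresholds. Of 6 prophage genes 2 were positive (camera adjusted p = 0.312), with *recE* of the Rac prophage at -0.21 (standard error 0.25) and *rrrD*, a prophage lysozyme gene, at 0.17 (standard error 0.35).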

Our results showed alterations in the transcription of genes involved in metabolism, transport, flagellar assembly, response to DNA damage, transposition and biofilm formation. In addition, there was increased transcription of five regulatory genes *agaR, yjjQ, alpA, rmhR* and *fliA* after exposure to Wi-Fi waves. agaR is a repressor that regulate *aga* operon which is related to transportation and degradation of N-acetylgalactosamine^58^. The transcriptional regulator YjjQ is part of the LuxR family and play a role in detoxification of methylglyoxal^59^. AlpA is a transcriptional regulator of *intA* expression which results in excision of the cryptic prophage CP4-57 and play a role in biofilm formation^60,61^. RmhR is a transcriptional factor part of the *rhm* operon involved in L-rhamnonate utilization^62^. Moreover, sigma factor FliA (σ28) control the expression of late flagella-related genes^24^. Therefore, the exposure of *E. coli* to Wi-Fi radiofrequency radiation influenced the transcription of a network of regulatory genes that affected several biological processes.

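Of the regulatory genes named, *agaR*, the repressor of the N-acetylgalactosamine genes, had 106 ± 29.6 CPM (SD, n = 3) in exposed and 87.6 ± 9.71 in control samples, a log2 fold change of 0.28 (standard error 0.23). *yfaX*, the annotated name of the paper's *rmhR*, had 2.67 ± 0.348 in exposed and 1.85 ± 0.370 in control samples, a log2 fold change of 0.53 (standard error 0.24), with every exposed library above every control library. With *fliA* they made a list of 3 genes, all positive, that the study selected and that is not independent evidence. It was higher at camera adjusted p = 0.00123, and adjusted p = 0.157 with an estimated correlation; its median of 0.53 was 0.29 without exposed replicate 2. In edgeR no member passed at an adjusted p under 0.05 over all genes or adjusted over the list alone, nor at an unadjusted p under 0.05 in edgeR, DESeq2 or limma; with the replicate block *fliA* and *yfaX* met the paper's thresholds. From the higher transcription of its regulatory genes, among them the sigma factor of the late flagellar genes, together with changes in metabolism, transport, flagellar, DNA damage, transposition and biofilm genes, the paper concludes that the exposure acted on a network of regulators with effects on several processes.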

**Figure 8:**
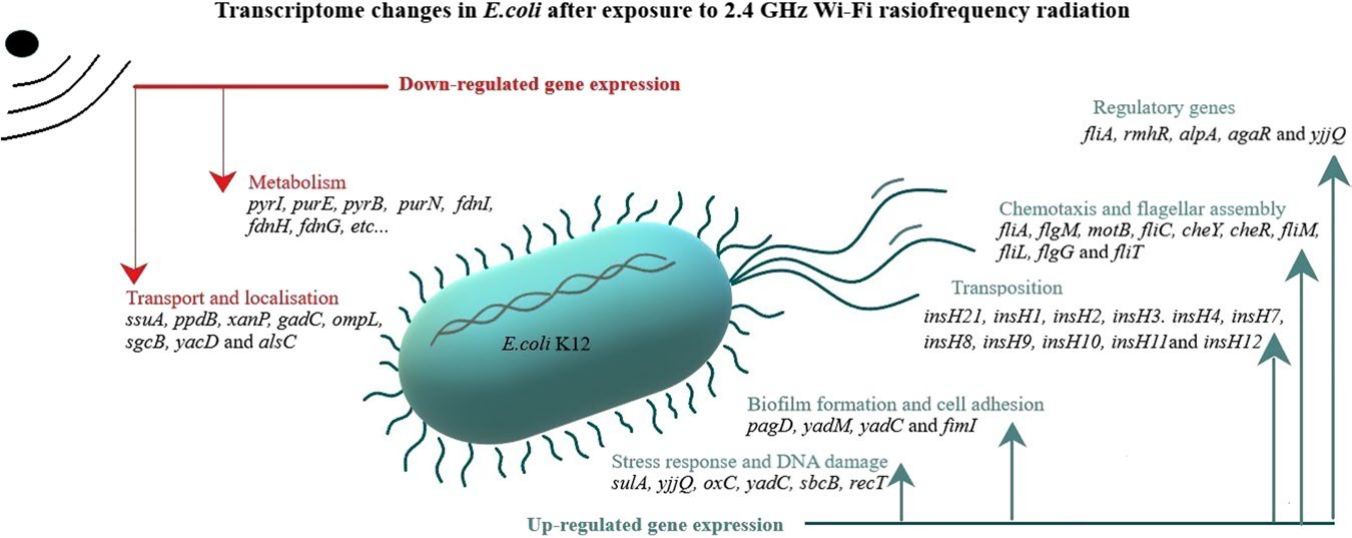
Proposal hypothesis for the mechanisms by which 2.4 GHz EMF influences the bacterial transciptome of *E. coli* K12.

Several studies investigated the effects of exposing human and rodent cells to Wi-Fi radiofrequency radiation on gene expression. Exposure of human cells HL-60 to 2.4 GHz waves for 2 h altered the expression of 221 genes. The up-regulated ones were associated with stress response and apoptosis while the down-regulated genes were involved in cell cycle, metabolism and transport^63^. Moreover, the exposure of rat hippocampus to Wi-Fi radiation for 12 hours influenced the expression of 41 genes related to heat shock proteins, metabolism and signal transduction^64^. Other studies showed that long term exposure to Wi-Fi waves changed microRNAs levels and gene expression in rat brain^65,66^.

In summary, the exposure of *E. coli* DH5α to Wi-Fi radiofrequency radiation for 5 hours up-regulated 52 genes and down-regulated 49 genes. The expression of detected genes was confirmed by qRT-PCR assays. Gene ontology analysis showed that the higher percentage of DEGs are implicated in cellular and metabolic processes. Most of up-regulated DEGs plays a role in transposition, response to stimuli, motility and chemotaxis while the down-regulated DEGs are mainly associated with transport and localization of nitrogen compounds, organic substances and ions. DAVID functional clustering indicated that DEGs with high enrichment score for localization of cell and bacterial-type flagellum-dependent cell motility was 3.74. The ES for chemotaxis and response to external stimulus was 2 and for cell adhesion was 1.08. KEGG pathways analysis revealed that the pathways for flagellar assembly, bacterial chemotaxis and two-component system were affected after the exposure to 2.4 GHz Wi-Fi radiation. Our results showed that the exposure to these waves influenced transcriptomes responsible for metabolic and cellular processes, localization, stress response, transposition, motility, chemotaxis and cell adhesion.

This is the first report investigating the alterations in the bacterial transcriptome profiling after exposure to Wi-Fi radiofrequency radiation. Detailed information of RNA-seq analysis following Wi-Fi radiation exposure in *E. coli* could be valuable to understand the effects of Wi-Fi radiation on pathogenic traits of bacteria, particularly antibiotic resistance, motility and biofilm formation. The results of this study open the door for further investigation of the mechanisms of effects of RF-EMF on pathogenic and non-pathogenic bacteria that may have influence in human health and disease. Further studies are required to explore deeply the mechanisms by which 2.4 GHz EMF influences the bacterial transcriptome. Undervaluing the problem of telecommunication exposure could cause further rise in infectious diseases or their complications.

## Materials and Methods

### Microwave exposure system

Wi-Fi radiofrequency radiation was generated by a wireless router extended range (TL-WR524G-Tp-Link -China) corresponding to 2.4 GHz frequency, connected to an amplifier and monopole antenna. The mounted system was placed in an incubator at 30 cm from the bacterial culture. *E. coli* cells were continuously exposed to Wi-Fi radiation for 5 hours (Fig. 9). The control bacteria were placed in Faraday bags to their exposure to limit any exterior radiation.

**Figure 9:**
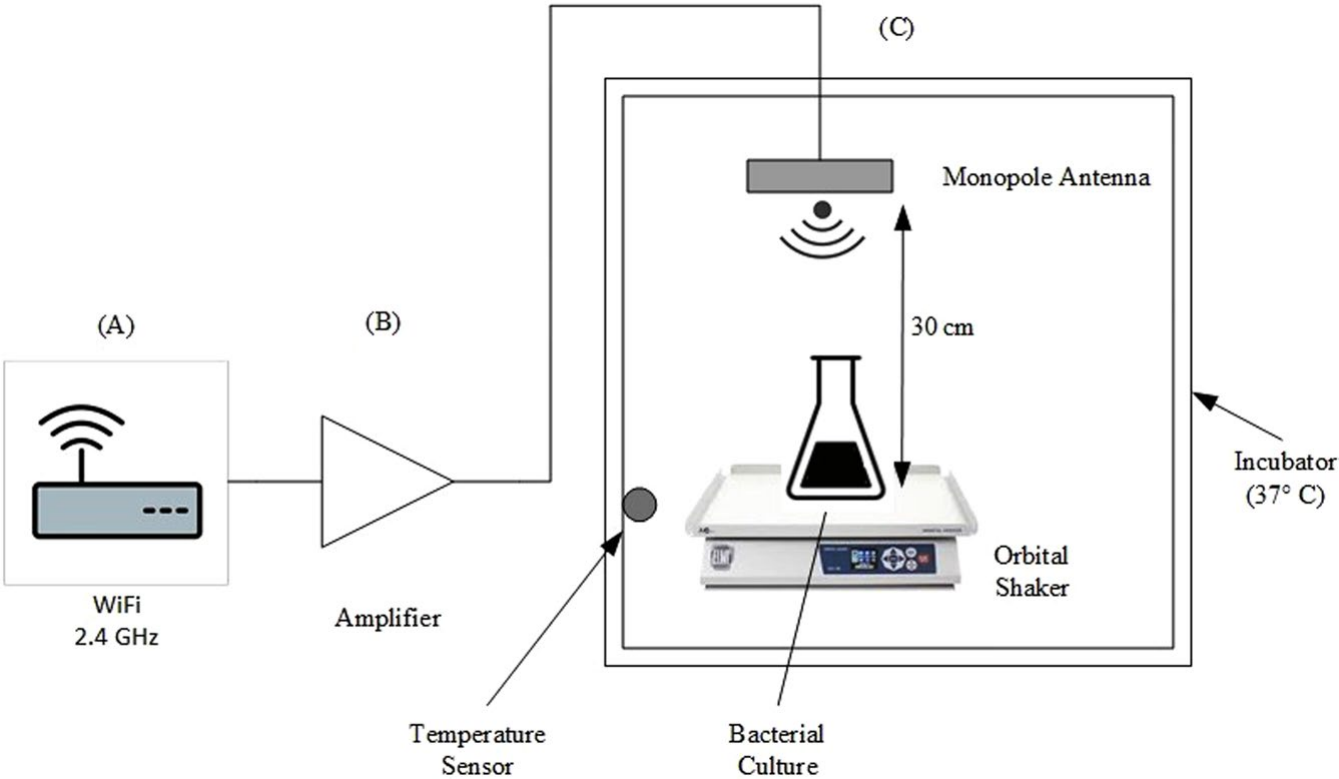
Schematic flow chart of the Wi-Fi radiofrequency exposure model. (**A**) Wi-Fi router (**B**) amplifier (**C**) monopole antenna mounted in an incubator chamber with temperature control.

### Bacterial growth conditions

*E. coli* K12 DH5α transformed with puc18 plasmid (Sigma-Aldrich-Germany) were cultured in Luria Bertani (LB) medium with 100 μg/ml ampicillin (Sigma-Aldrich-Germany) under aerobic conditions. Overnight cultures were inoculated at a dilution of 1:100 into a new LB medium with ampicillin and were incubated at 37 °C with shaking at 200 rpm until they reached mid-exponential phase (OD600 = 0.6). Bacteria protect reagent (Qiagen-Germany) was added and the bacterial cultures were centrifuged at 4000 rpm for 10 min. The bacterial pellets were collected for extraction of total RNA followed by next generation sequencing and quantitative real-time PCR (qRT-PCR) assays.

### Extraction of total RNA and high throughput RNA sequencing

Total RNA was extracted from the Wi-Fi exposed and control bacteria by the bacteria protect-RNeasy kit (QIAGEN-Germany). Any remaining genomic DNA was digested by On-column RNase-Free DNase kit (Qiagen-Germany). The concentration of RNA was measured by a NanoDrop 2000 (Thermo Fisher Scientific- USA). Triplicates of RNA samples with RNA integrity number >7 were used for high throughput sequencing by Macrogen Next Generation Sequencing Division (Macrogen, Seoul, South Korea). Libraries were generated using Ribo-Zero rRNA Removal Kit (Bacteria) and TruSeq RNA Sample Prep (Illumina-USA). Sequencing was performed by NovaSeq. 6000 System (Illumina-USA) according to the user guide (Document #1000000019358). Bowtie aligner 1.1.2 was used to map sequence reads against the GCF_002848225.1_ASM284822v1 genome reference and read numbers were counted using the HTSeq version 0.10.0^19^. Expression profile was calculated for each sample and gene as read count. Differentially expressed genes (DEGs) analysis of the 2.4 GHz exposed bacteria compared to the unexposed bacteria was performed on a comparison pair (exposed vs. control) using reads per kilobase million (RPKM). Genes with a fold change |FC| ≥1.2 and p-value < 0.05 between the two samples were considered as DEGs. The RNA-seq data obtained from this study has been deposited in the NCBI’s Gene Expression Omnibus and is accessible through GEO Series accession number GSE126584^67^.

### Quantitative real-time PCR

cDNA was synthesized by the FIRE Script RT cDNA synthesis kit (Solis Biodyne-Estonia). qRT-PCR was performed using Rotor-Gene Q (QIAGEN-Germany). Each qRT-PCR reaction contained 1 uL cDNA, 5 μL QuantiTect SYBR Green PCR Master mix (Qiagen), and 0.5 μM specific primers. The reaction cycle was: denaturation at 95 °C for 5 min; 45 cycles of denaturation at 95 °C for 10 s, annealing temperature for 30 s and extension at 72 °C for 20 s. The annealing temperatures were experimentally determined using direct PCR. Primers are listed in Table S3 (Supplementary Information).

### Data analysis of relative target gene expression

QRT-PCR efficiencies were measured from the slope of a linear regression model for each pair of primers where the reaction efficiency (E) = 10(−1/slope)^68,69^. The calibration curve was determined by the Ct with serial cDNA concentrations. The results were analyzed by the Rotor gene Q v. 2.3.1 software (QIAGEN-Germany). The relative expressions of *pgaD, fliC, cheY, malP, malZ, motB, alsC, alsK, appB* and *appX* were analyzed using Relative Expression Software Tool (REST 2009), taking in consideration the reaction efficiency and reference gene normalization using Pfaffl method^68,69^ (https://www.gene-quantification.de/rest-2009.html). The results were normalized to the levels of the two housekeeping genes (*DNA gyrase subunit A* (*gyrA*) and *ribosome-recycling factor* (*frr*)). Statistical significant difference was considered at P ≤ 0.05.

### Gene ontology and clusters analysis

Database for annotation, visualization and integrated discovery (DAVID) online tool was used to find out the biological processes of gene ontology (GO) for the differentially expressed genes (http://david.abcc.ncifcrf.gov/)^20,21^. The functional annotation clustering and Kyoto encyclopedia of genes and genomes (KEGG) pathways were obtained within the analysis by DAVID^22^. Enrichment score (ES) threshold was fixed to 0.5, and clusters involved in the same biological process were combined. To analyze the co-expression network between the up-regulated and down-regulated DEGs, enrichment analysis was done using UniProt GO Annotation^70^. For clarity GO classifications by biological function were manually grouped into sub-categories.

## Supplementary information

Table S1,Table S2, Table S3

How the deposited data were processed for this re-analysis (not part of the article)

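RNA from 6 samples of *E. coli* K-12 DH5α was analysed, 3 control and 3 exposed to 2.4 GHz radiation for 5 h. Groups were taken from the sample labels. The columns of the count table call the samples titled exposed treated; the 2 words were read as the same condition.

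The authors removed rRNA, made libraries, trimmed the reads with Trimmomatic 0.38, aligned them with Bowtie and counted reads per gene with HTSeq. The deposited notes give Bowtie 1.2.2 and the paper's methods Bowtie 1.1.2. The authors' tables give a raw read count per gene, which is the deposited count, and an RPKM value. The deposited RPKM equals the count over gene length and library total, scaled by a constant, within 5.00e-07. Reads that were not aligned, fell on no feature or were ambiguous stand at the end of the count tables and were left out of the gene counts. Reads on no feature came to 5.50% to 6.21% of the total in replicates 1 and 2 of both groups and to 13.2% and 12.9% in control and exposed replicate 3.

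The reference at hand covers strain MG1655 alone, and none of its locus tags or protein accessions occur in the deposited tables. Of 4544 features, 607 carry a symbol. In all, 1361 features were named from the symbol or a protein name in the product description, 292 from product words and equal length, and 15 genes of the paper from length and neighbouring genes. The other 2876 features have no name and enter the counts of genes but no gene list.

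Counts were compared between exposed and control samples in R 4.3.3 with edgeR 4.0.16: filterByExpr on the groups (4045 genes), TMM factors, a quasi-likelihood fit and Benjamini-Hochberg adjustment over all tested genes. Thresholds were an adjusted p under 0.05 and the paper's thresholds, a fold change of at least 1.2 with an unadjusted p under 0.05. Levels are CPM with TMM factors. Gene lists with at least 3 tested members were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, with p adjusted over the 47 lists. Camera with the correlation estimated per list and fry were run as alternatives. With an estimated correlation, the smallest adjusted p of camera over the 47 lists was 0.157 without and 0.296 with the replicate block. That version was not run on simulated counts, so whether it can call a list with 6 libraries is not known. Over-representation of textbook lists among genes at the paper's thresholds was tested with a one-sided Fisher's exact test, with the tested genes as background. Clustering and principal components used log2 CPM.

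The labels number replicates within each group, and the paper does not say that a number marks a batch or a pair. Whether libraries of equal number resemble each other was looked at before calls were compared. Deviations of genes from their group mean correlated at 0.499, 0.637 and 0.864 between control and exposed libraries of number 1, 2 and 3. Between numbers 1 and 2 they correlated at 0.668 and 0.677, and between number 3 and the others at -0.682 to -0.794. These values set number 3 of both groups apart, but do not favour pairing 1 with 1 and 2 with 2. They were higher for the reverse, which was not run as a block. Sharing a group mean with replicate 3 also pushes replicates 1 and 2 to the same side. A model with a replicate block was run beside the model without one. Its calls depend on a pairing that was not established.

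Other settings were RLE size factors, total counts only, upper-quartile factors, genes with at least 1 count in any sample, genes with at least 10 counts in every sample (3851), DESeq2 1.42.0, limma on log2 RPKM with 1 or 0.1 added, a per-gene linear model without moderation on quantile-normalized log2 RPKM with 1 added, a set without rRNA, tRNA and transposase genes (3961), and each library left out in turn. In these leave-outs the fit pools the spread of the remaining libraries.

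Genes are named in the text by a rule. It takes every gene the paper names, whose values in the paper had been read. It takes the 10 genes with the largest changes in each direction among those at an adjusted p under 0.05 whose groups do not overlap. As none passed, these places were filled by the smallest unadjusted p among genes whose groups do not overlap. It also takes up to 4 members, by smallest p, of each textbook list reported. This names 176 genes.

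Depth differed between libraries: the smallest total of gene counts was 10925664 and the largest 17433841. Pearson correlations between libraries on the log2 scale ran from 0.935 to 0.992. The spread between replicates exceeded counting error: chi-square per degree of freedom was 38.8 between control replicates 1 and 2 and 73.7 between exposed replicates 1 and 2.

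The procedure was tested on simulated counts with the gene means, totals and per-gene dispersions of these libraries. Genes were drawn independently, so the simulated data hold no co-regulation within lists. Without the block they also hold no difference between replicate 3 and the others that both groups share. At an adjusted p under 0.05 edgeR called 15 of 100 genes changed 2-fold, 76 of 100 changed 4-fold and 5 of 3845 unchanged genes. At the paper's thresholds these numbers were 64, 99 and 180. With the replicate block they were 78, 97 and 11 at an adjusted p under 0.05, and 95, 100 and 164 at the paper's thresholds. More unchanged genes were called there than the 126 genes called with the block in the real data. Without the block the real data gave 10 genes, which the simulated 180 cannot be set against, as the shared replicate 3 difference is missing there. A list of 25 genes moved 1.5-fold was found by camera without the block at adjusted p = 3.06e-07, and 0 of 46 other lists were called. Independent genes cannot show how often camera calls co-regulated lists falsely. Figures were drawn with Python 3.11 and matplotlib 3.10.9, and tables handled with pandas 2.3.3 and numpy 2.4.6.

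The paper's supplementary tables and its qRT-PCR measurements were not analysed here.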

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

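The tests of library preparation or sequencing, of gene length or expression level and of highly counted genes for replicate 3, of expression level, scaling and a single library for the flagellar genes, and of control replicate 3 alone were chosen only after the result was seen. The results listed next are gene groups that the paper does not discuss.

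Heat shock genes had a median log2 fold change of -0.11 in exposed against control samples (20 of 25 genes lower), and were lower in each replicate pair, by medians of -0.14, -0.08 and -0.15. TCA cycle genes had a median of -0.16 (16 of 18 lower), with medians of -0.12, 0.06 and -0.58 in pairs 1, 2 and 3. Amino acid biosynthesis genes had a median of 0.15 (35 of 38 higher), with medians of 0.06, 0.14 and 0.22. Each of these lists passed camera at the preset correlation and none passed with an estimated correlation or in fry.

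With the replicate block, acid resistance genes had a median log2 fold change of -0.56, ribosomal protein genes of 0.12 and iron uptake genes of 0.16. Their adjusted p values in camera were 4.04e-16, 0.00278 and 0.00177, and 0.296, 0.773 and 0.710 with an estimated correlation. Without the block these lists were not called (0.320, 0.244 and 0.133). Iron uptake genes were higher in pairs 1 and 2 (0.36 and 0.34) and lower in pair 3 (-0.36).

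Replicate 3 of both groups stood apart from replicates 1 and 2. In both groups alike, 531 genes were at least 2-fold apart in the same direction, 229 higher and 302 lower in replicate 3. Library size is argued against, since 527 genes met this after thinning to the smallest total, a ratio of 0.992. A few highly counted genes are argued against by the share of counts left to genes other than the 10 most counted, which differed by at most 0.0316 log2 units between replicate 3 and the other libraries, where a 2-fold shift needs 1; an earlier test, leaving these genes out, moved nothing and is not used. Gene length or expression level stays open: relative to genes of like expression and length, 383 of the 531 (0.721) were still 2-fold apart, between the bounds of 0.5 and 0.8 set for the test, and some classes of like genes held as few as 1 gene.

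A later growth stage of the replicate 3 cultures is a candidate explanation for that difference: general stress genes were higher by at least 1.31 log2 units (the lower of the groups' medians) and ribosomal protein genes lower. The paper states that the cultures were grown to an OD600 of 0.6. Library preparation or sequencing stays open and cannot be told apart, because reads not aligned were at least 35.8 percentage points fewer in replicate 3 and the numbers coincide with it; the acid resistance list, at 5.62 against -0.41 to 0.36 in lists matched on expression, goes against the other part of that test, which a preparation difference alone was set to leave inside that range. No biological explanation in the design was tested, since replicates are not a condition.

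As lists, late and middle flagellar genes were higher in the exposed samples, and acid resistance genes were lower with the replicate block but not called without it (0.320). With an estimated correlation these calls are lost, at 0.457 and 0.660 for the flagellar classes and 0.296 for acid resistance with the block. In that test the smallest adjusted p of any of the 47 lists was 0.157 without and 0.296 with the block. Losing a call there thus does not show that correlated genes had made it. No member passed in edgeR at an adjusted p under 0.05 (0 at an unadjusted p under 0.05 in edgeR and DESeq2, and 1 late gene in limma). The expression level of the genes is argued against by percentile 100 of the late flagellar median among matched lists, and scaling by the gap between the late flagellar and acid resistance medians, at least 0.54 within each pair, which a factor for a library leaves as it is. Whether a single library carries the pattern stays open. Leaving out each pair in turn, the late flagellar genes were higher by at least 0.43 and the acid resistance genes lower by at least 0.41 (medians, log2 scale). No numbered pair alone thus carried these medians, but the test takes the numbers as pairs, which was not established for 1 and 2. It did not cover the middle class, whose median was 0.07 without control replicate 3, where its camera test turned negative. An earlier test, set before the result was seen, left out libraries without pairing and did not decide, with a late flagellar median of 0.25 without exposed replicate 2, between its bounds of 0.1 and 0.3, and acid resistance medians from -4.59 to 3.53; it was replaced because it leaves a replicate 3 library without its partner. Growth stage stays open, since its test does not decide. The exposed against control change had Spearman's rho of -0.1997 with the difference between replicate 3 and the others. The bound set beforehand for this explanation was -0.20 or lower, which is met only after rounding. In pairs 1, 2 and 3 rho was -0.34, 0.15 and -0.16, while swapping control and exposed in pair 2, pair 3 or both gave -0.38, -0.02 and -0.14. Exposure itself, the condition of the design, cannot be told apart from such a difference between cultures here.

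The allose operon was lower as a list in the exposed samples, with pair medians of 0.51, -1.19 and -3.98. Control replicate 3 alone is a candidate explanation for most of this change: a share of 0.195 of the list's median was left without it, from -2.30 to -0.45, where the list was at adjusted p = 0.00173. With all libraries and an estimated correlation the operon was not called (adjusted p = 0.253).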

How the results depend on the processing

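The settings with replicates 1 and 2 only, without or with the replicate block, and the block with the per-gene linear model were chosen only after the result was seen. The cause was not tested for any change given here, except that leave-outs have fewer samples.

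No gene passed at an adjusted p under 0.05 in edgeR, DESeq2 or limma on all 6 libraries, under any scaling, or with the block; unadjusted counts follow.

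Genes with an unadjusted p under 0.05 numbered 10. There were 18 among genes with at least 1 count in any sample, 19 and 21 in limma with 1 and 0.1 added, 70 in the per-gene linear model, 138 with the replicate block, 176 with the block and the linear model, 119 with replicates 1 and 2 only, 93 with these and the block, and 4 to 62 over the leave-outs.

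Higher genes at the paper's thresholds numbered 4. There was 1 in DESeq2, 7 with upper-quartile factors, 7 among genes with at least 1 count, 15 and 17 in limma with 1 and 0.1 added, 17 in the linear model, 63 with the block, 29 with the block and the linear model, 78 with replicates 1 and 2 only, 57 with these and the block, and 1 to 28 over the leave-outs.

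Lower genes at these thresholds numbered 6. There were 10 in DESeq2, 11 among genes with at least 1 count, 21 in the linear model, 63 with the block, 34 with the block and the linear model, 41 with replicates 1 and 2 only, 36 with these and the block, and 2 to 52 over the leave-outs. Genes at a fold change of 1.2 without p (668) ranged from 740 to 1458 over the leave-outs.

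Of the paper's up-regulated genes, IS5 copies left out, 2 met the thresholds. There was 1 in DESeq2, 1 among genes with at least 1 count, 6 and 7 in limma, 7 in the linear model, 20 with the block, 12 with the block and the linear model, 16 and 14 with replicates 1 and 2 only without and with the block, and 0 to 7 over the leave-outs. Of the down-regulated genes 4 did. There were 2 in DESeq2, 11 with the block, 7 with the block and the linear model, 11 and 8 with replicates 1 and 2 only, and 0 to 3 over the leave-outs.

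Of the qRT-PCR genes 1 met the thresholds. There were 0 in DESeq2 and 0 in a per-gene linear model relative to *gyrA* and *frr*. There were 2 with upper-quartile factors, 2 among genes with at least 1 count, 7 with the block and 2 with the block and the linear model. Replicates 1 and 2 only gave 7 and 8 without and with the block, and the leave-outs 0 to 2.

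Lists called by camera numbered 20, from 19 to 21 over the scalings, filters and tools, 29 with the block, and 11 to 29 over the leave-outs. There were 19 with the block and the linear model, and 29 and 26 with replicates 1 and 2 only without and with the block. With the correlation estimated per list there were 0 lists without and with the block, and in fry 0 without and 1 with the block. Without the block 9 and 7 lists had an unadjusted p under 0.05 in these tests. Over-representation called 0 lists, 1 among genes with at least 1 count, 8 with the block and 2 with the block and the linear model.

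Some lists turned direction in leave-outs. The adjusted p ranged from 2.23e-19 to 0.535 for middle-class flagellar genes, 1.79e-05 to 0.336 for general stress, 2.88e-05 to 0.510 for acid resistance, 1.91e-07 to 0.595 for ribosomal proteins, 0.0427 to 0.951 for glycolysis and 0.000157 to 0.986 for maltose, and each of these turned without control replicate 3. Oxidative stress ranged from 0.000531 to 0.666 and turned without control replicates 1 and 2 and exposed replicate 3. General stress, acid resistance and ribosomal proteins also turned without exposed replicates 1 and 2, glycolysis without exposed replicate 2 and maltose without exposed replicate 1. In all, 25 of the 47 lists turned without at least 1 library, type 1 fimbriae, iron uptake and hydrogenase 1 among them; 2 of the 25, middle-class flagellar genes and maltose, were called with all libraries. Of the 27 lists not called, 20 were called without at least 1 library. The lists that turned numbered 9, 5 and 14 without control replicates 1, 2 and 3, and 8, 7 and 7 without exposed replicates 1, 2 and 3.

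Of the 176 named genes, 175 kept their direction and side of the paper's thresholds with RLE size factors, 168 with total counts only, 160 with upper-quartile factors, 121 with the block, where 50 passed that had not, and 134 without control replicate 3. The block changed no call of a gene list beyond those given beside the results and among the results for a closer look.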

Differences from the paper's values

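The settings with replicates 1 and 2 only, and the block with the per-gene linear model, were chosen only after the result was seen.

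At a fold change of 1.2 and an unadjusted p under 0.05, the paper gives 101 genes, where 10 were found here; the paper gives 52 higher genes, where 4 were found, and the paper gives 49 lower genes, where 6 were found. Of the alternatives set before the data were examined, the replicate block has counts within 1.5 times the paper's, with 126 genes, 63 higher and 63 lower, and leaving out exposed replicate 1 does so for lower genes alone, with 52. RLE size factors, total counts only, upper-quartile factors, both count filters, DESeq2, limma with 1 or 0.1 added, the per-gene linear model, the set without rRNA, tRNA and transposase genes and the other leave-outs do not. Replicates 1 and 2 only, chosen after seeing the values, gives 119 genes (78 higher, 41 lower), where 78 is within 1.5 times the paper's 52, and drops 14 of the 30 tested up-regulated and 15 of the 26 tested down-regulated genes the paper names. With the block added, also chosen after seeing the values, it gives 93 genes (57 higher, 36 lower) and drops 16 and 18. The block with the linear model, chosen after seeing the values, gives 63 genes, of which 34 lower are within 1.5 times the paper's, and drops 21 of 33 and 19 of 26.

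For *alsC* the paper gives an RNA-seq fold change of -1.42, where -10.04 was found here. Limma with 1 and 0.1 added, the per-gene linear model, the replicate block and leaving out control replicate 3 give -3.93, -4.18, -3.98, -4.48 and -1.60. On the log2 scale these lie within 1 SD between replicates (1.72 log2 units for *alsC*) of the paper's value. That is a wide margin, which control replicate 3 enters, and -4.48 falls inside it. RLE size factors, total counts only, upper-quartile factors, both count filters, DESeq2, the set without rRNA, tRNA and transposase genes and leaving out any other library lie outside it, from -14.4 to -8.60. The same 5 settings move *alsK* away from the paper's -8.78, to -2.74, -2.82, -2.75, -2.91 and -1.37, where -4.93 was found here. For both genes the paper's qRT-PCR fold changes lie near its own RNA-seq values, and so also apart from the values of -10.04 and -4.93 found here.

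Of the genes the paper names with a direction, IS5 copies left out, 28 of 30 tested up-regulated genes (with an inferred direction for 2) had the paper's sign here. So did 25 of 26 tested down-regulated genes and the 9 tested qRT-PCR genes. Of 9 IS5 copies, the family of the paper's up-regulated *insH* genes, 4 were positive and 5 negative. The paper names *sbcB* and *recT* among genes against DNA damage without stating a direction, which was inferred to be up from the rest of its text, where the log2 fold changes here were -0.01 (standard error 0.19) and -0.40 (standard error 0.33). It states that *zipA* was reduced, where the log2 fold change was 0.12 (standard error 0.13). Its *yacD*, matched to *hofC*, was at -0.01 (standard error 0.17). *appX*, *yjjQ*, *sgcB*, *eutP* and *alpA* were below the count filter. The replicate block calls 20 of the paper's up-regulated and 11 of its down-regulated genes, limma with 1 and 0.1 added and the linear model call 6, 7 and 7 of the up-regulated ones, and the linear model calls 5 of the down-regulated ones.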

Other observations

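No test in this part was chosen after the result was seen, apart from the genes singled out in the next paragraph, which were chosen after their values were seen.

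Genes outside those named so far, in the model with the block, also met the paper's thresholds. The Gad system genes *gadB*, *hdeB* and *hdeA* were at -0.86, -0.67 and -0.61. The leucine operon genes *leuB*, *leuC* and *leuD* were at 0.69, 0.57 and 0.42. None of them passed at an adjusted p under 0.05 in edgeR with the block.

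Splits of the 6 samples into 3 and 3 number 10, too few for a share under 0.05. At an adjusted p under 0.05 the real split gave 0 genes and the highest other 0, so that 10 of 10 splits gave as many; unadjusted, the real split gave 10. At the paper's thresholds the real split gave 10 genes and the highest other 888, and 9 of 10 gave as many. The splits with both replicate 3 samples on one side gave 493, 524, 799 and 888 genes, which points to a structure of the samples, with replicate 3 apart.

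For gene lists the real split gave 20 and the highest other 20, and 2 of 10 gave as many, but 11 of the 20 are lists that the study chose on the real labels, which favours the real split. With textbook lists alone the real split gave 9 and the highest other 17, and 5 of 10 gave as many. Textbook lists also hold genes that the study chose, such as *fliC*, *motB*, *alsC*, *malP* and *purE*. Counts of textbook lists, here and below, can therefore favour the real split too. Of the 4 splits that part all 3 pairs, the real one gave 10 genes and 9 textbook lists, and the others 11, 24 and 118 genes and 8, 5 and 4 textbook lists.

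With the replicate block, control and exposed can be swapped within pairs in 4 ways, again too few for a share under 0.05. The real labels gave 126 genes and the highest other 438, and 3 of 4 gave as many. Swapping pair 2, pair 3 or both gave 134, 73 and 438 genes and 11, 10 and 4 textbook lists, against 15 for the real labels. Swapping both gave 6 genes at an adjusted p under 0.05 in edgeR, against 0 for the real labels.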
